# Mitochondrial unfolded protein response transcription factor ATFS-1 promotes longevity in a long-lived mitochondrial mutant through activation of stress response pathways

**DOI:** 10.1186/s12915-018-0615-3

**Published:** 2018-12-18

**Authors:** Ziyun Wu, Megan M. Senchuk, Dylan J. Dues, Benjamin K. Johnson, Jason F. Cooper, Leira Lew, Emily Machiela, Claire E. Schaar, Heather DeJonge, T. Keith Blackwell, Jeremy M. Van Raamsdonk

**Keywords:** Aging, Lifespan, Mitochondria, *C. elegans*, Mitochondrial unfolded protein response, ATFS-1, *clk-1*, *isp-1*, *nuo-6*, Genetics

## Abstract

**Background:**

The mitochondrial unfolded protein response (mitoUPR) is a stress response pathway activated by disruption of proteostasis in the mitochondria. This pathway has been proposed to influence lifespan, with studies suggesting that mitoUPR activation has complex effects on longevity.

**Results:**

Here, we examined the contribution of the mitoUPR to the survival and lifespan of three long-lived mitochondrial mutants in *Caenorhabditis elegans* by modulating the levels of ATFS-1, the central transcription factor that mediates the mitoUPR. We found that *clk-1*, *isp-1*, and *nuo-6* worms all exhibit an ATFS-1-dependent activation of the mitoUPR. While loss of *atfs-1* during adulthood does not affect lifespan in any of these strains, absence of *atfs-1* during development prevents *clk-1* and *isp-1* worms from reaching adulthood and reduces the lifespan of *nuo-6* mutants. Examining the mechanism by which deletion of *atfs-1* reverts *nuo-6* lifespan to wild-type, we find that many of the transcriptional changes present in *nuo-6* worms are mediated by ATFS-1. Genes exhibiting an ATFS-1-dependent upregulation in *nuo-6* worms are enriched for transcripts that function in stress response and metabolism. Consistent, with this finding, loss of *atfs-1* abolishes the enhanced stress resistance observed in *nuo-6* mutants and prevents upregulation of multiple stress response pathways including the HIF-1-mediated hypoxia response, SKN-1-mediated oxidative stress response and DAF-16-mediated stress response.

**Conclusions:**

Our results suggest that in the long-lived mitochondrial mutant *nuo-6* activation of the mitoUPR causes *atfs-1-*dependent changes in the expression of genes involved in stress response and metabolism, which contributes to the extended longevity observed in this mutant. This work demonstrates that the mitoUPR can modulate multiple stress response pathways and suggests that it is crucial for the development and lifespan of long-lived mitochondrial mutants.

**Electronic supplementary material:**

The online version of this article (10.1186/s12915-018-0615-3) contains supplementary material, which is available to authorized users.

## Background

The mitochondrial unfolded protein response (mitoUPR) is a stress response pathway that enables the mitochondria to communicate with the nucleus to upregulate mitochondrial chaperones and alter metabolism in response to mitochondrial stresses [1, 2]. This response is controlled by ATFS-1 (activating transcription factor associated with stress-1) in *Caenorhabditis elegans* [3] and ATF5 in mammals [4]. The ATFS-1 protein has both a mitochondria targeting sequence and a nuclear localization signal. Under normal conditions, ATFS-1 is imported into the mitochondria and degraded by the Lon protease [3]. When the mitochondria is stressed (e.g., by exposure to ROS [5], disrupted stoichiometry of the subunits of the electron transport chain [2], or mutations affecting mitochondria function [6]), the import of ATFS-1 into the mitochondria is prevented, allowing ATFS-1 to travel to the nucleus where it upregulates the expression of mitochondrial chaperones, various detoxification enzymes and metabolic enzymes [7].

In addition to ATFS-1, there are multiple other proteins involved in the mitoUPR including the mitochondrial matrix protease ClpP, the mitochondrial matrix peptide exporter HAF-1, the small ubiquitin-like protein, UBL-5, and the transcription factor DVE-1 [8–10]. Under conditions of mitochondrial stress, ClpP cleaves mitochondrial proteins, which are exported by HAF-1. These peptides have been proposed to inhibit the mitochondrial import of ATFS-1 [7], which accumulates in the cytoplasm and then travels to the nucleus where it acts in a complex with UBL-5 and DVE-1 to mediate the transcriptional changes associated with the mitoUPR. Among other changes, this includes increased expression of mitochondrial chaperone proteins, such as HSP-6, that help to re-establish proteostasis in the mitochondria.

Based on the observation that the mitoUPR is activated by knockdown of cytochrome c oxidase-1 (CCO-1) [2] and the fact that RNAi against *cco-1* increases lifespan [11], a role for the mitoUPR in longevity was explored by knocking down the expression of required components of the mitoUPR in long-lived worms with mildly impaired mitochondrial function. It was found that knocking down the expression of *ubl-5* reduces the lifespan of two long-lived mitochondrial mutants called *clk-1* and *isp-1*, but does not affect the lifespan of wild-type worms [12]. Similarly, decreasing the expression of *dve-1* reduced *isp-1* lifespan, but also markedly decreased wild-type lifespan making this observation more difficult to interpret [12]. It was subsequently shown that knocking down the expression of the mitochondrial ribosomal protein S5 (*mrps-5*), which causes an imbalance in between nuclear- and mitochondrially encoded components of the electron transport chain, causes both the activation of the mitoUPR and increased lifespan [13]. Importantly, decreasing *ubl-5* levels with RNAi reduced the increase in lifespan caused by *mrps-5* knockdown [13]. Activation of the mitoUPR has also been implicated in the lifespan extension caused by different types of bacteria [14] possibly through elevated reactive oxygen species [15]. Combined, these studies suggested that the mitoUPR plays a role in specific longevity pathways.

However, a subsequent study has suggested that the relationship between the mitoUPR and longevity is more complicated. After completing an RNAi screen for genes that activate the mitoUPR, it was shown that only some of these genes increase lifespan, while others decrease it [16]. This indicates that activation of the mitoUPR is not sufficient to increase lifespan. It was also shown that RNAi against *cco-1* can still increase the lifespan of an *atfs-1* deletion mutant (*tm4525*) even though the *atfs-1* mutation prevented the activation of the mitoUPR (as measured with an *hsp-6* reporter strain) [16]. Similarly, RNAi against *atfs-1* prevented the activation of the mitoUPR in *isp-1* mutants but did not impact longevity. Combined, these results suggest that activation of the mitoUPR is not required for longevity that is induced by *cco-1* RNAi or *isp-1* mutation. Similarly, it was shown that the increase in lifespan resulting from RNAi against a putative cytochrome c oxidase (F29C4.2) was not affected by loss of *atfs-1* [17]. Thus, at present, the role of the mitoUPR in determining longevity remains unclear [18].

In this work, we explore the role of the mitoUPR in the lifespan of three long-lived mitochondrial mutants: *clk-1*, *isp-1*, and *nuo-6* [19–22]. These genes encode proteins involved in the mitochondrial electron transport chain including a hydroxylase required for the synthesis of ubiquinone, a subunit of complex III called the Rieske iron sulfur protein and a subunit of complex I, respectively. In *clk-1* and *isp-1* mutants, we find that the mitoUPR is not required during adulthood for their long lifespans, but is required for these worms to develop to adulthood, making it impossible to assess its contributions to longevity conclusively. Importantly, *nuo-6* worms do not require the mitoUPR to develop to adulthood, thereby providing the opportunity to assess the role of the mitoUPR in longevity. We find that in *nuo-6* worms the activation of the mitoUPR causes the upregulation of stress response genes and metabolic enzymes and that this results in increased resistance to multiple stresses and long lifespan.

## Results

### Mitochondrial unfolded protein response is activated in long-lived mitochondrial mutants

In order to examine the role of the mitoUPR in the long lifespan of the mitochondrial mutants *clk-1*, *isp-1*, and *nuo-6*, we first sought to confirm that the mitoUPR is upregulated in these mutants [6, 12, 23]. To do this, we crossed the mitochondrial mutant strains to a reporter strain for the mitoUPR target gene *hsp-6* (*Phsp-6::GFP*) [2]*.* We found that *clk-1*, *isp-1*, and *nuo-6* worms all exhibit increased fluorescence compared to wild-type worms (Fig. 1a) indicating activation of the mitoUPR. We found that fluorescence from the mitoUPR reporter remained significantly increased until day 5 of adulthood (Fig. 1b). Since GFP-tagged proteins can have a half-life of multiple days, it is possible that fluorescence from the mitoUPR reporter strain during adulthood resulted from mitoUPR activity during development. To confirm that the mitoUPR remains activated in adulthood, we examined RNAseq data from *clk-1*, *isp-1*, and *nuo-6* mutants at the young adult stage [24]. We found that *hsp-6* mRNA is significantly increased in all three strains and is correlated with *atfs-1* mRNA levels (Additional file 1: Figure S1).

**Fig. 1:**
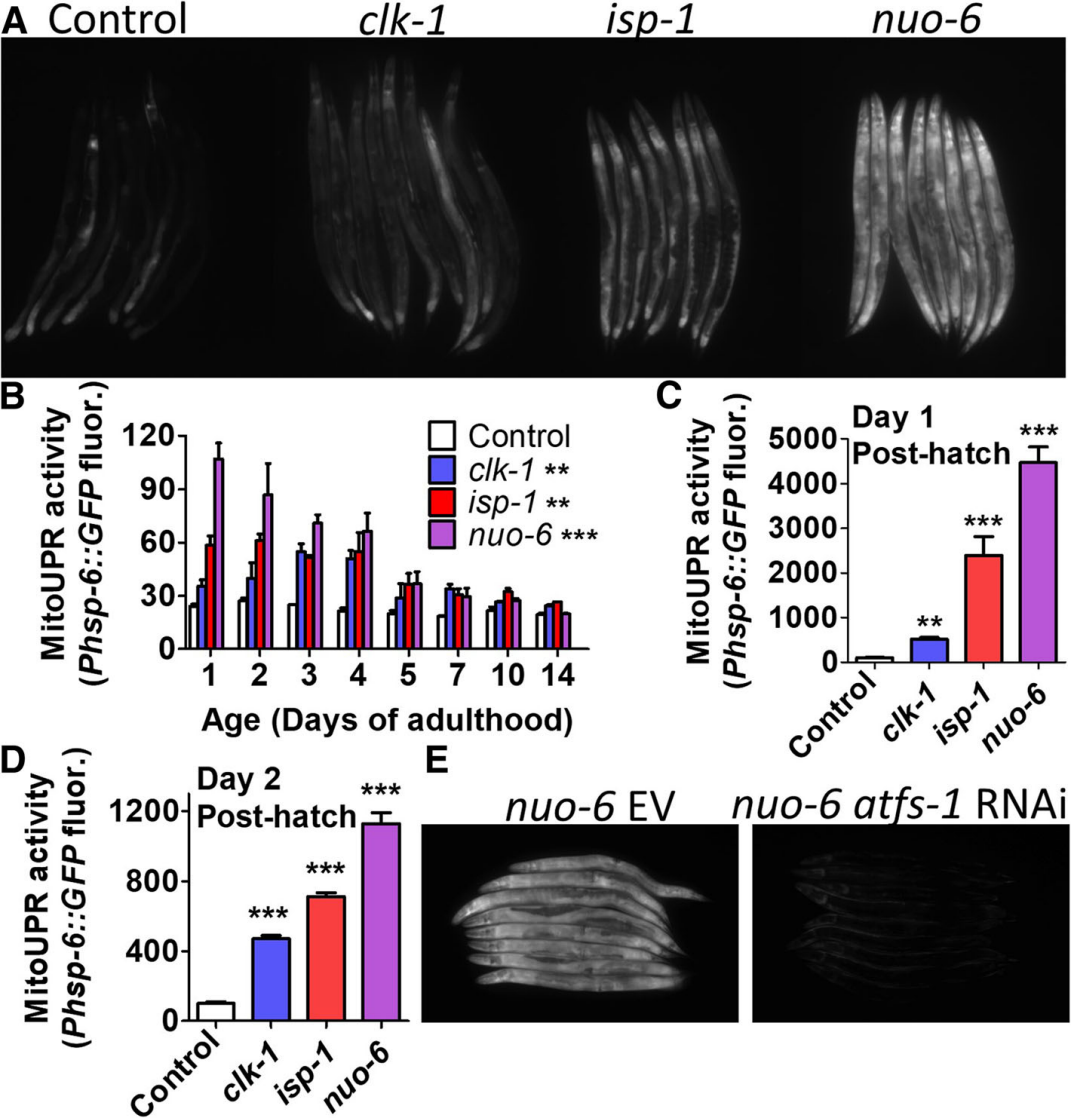
ATFS-1 dependent activation of the mitochondrial unfolded protein response (mitoUPR) in the long-lived mitochondrial mutants. **a** To monitor the activation of the mitoUPR, the mitochondrial mutants *clk-1*, *isp-1*, and *nuo-6* were crossed to the *Phsp-6::GFP* transcriptional reporter strain. All three strains shown increased GFP expression indicating activation of the mitoUPR. **b** A time course during adulthood reveals that the activation of the mitoUPR persists during early adulthood. **c**, **d** Similarly, all three mitochondrial mutants show activation of the mitoUPR as early as day 1 and day 2 after hatching. **e** The activation of the mitoUPR reporter is dependent on the ATFS-1 transcription factor, as *atfs-1* RNAi prevents GFP expression from *nuo-6;Phsp-6::GFP* worms*. atfs-1* knockdown was initiated at the parental L4 stage and fluorescence was examined in young adult progeny. Error bars indicate SEM. *p < 0.05, **p < 0.01, ***p < 0.001. See Additional file 5: Table S5 for details on N and replicates

Next, we sought to determine whether the mitoUPR is also activated during larval development. We examined worms at 1 and 2 days after hatching and in both cases found that the mitoUPR is activated in *clk-1*, *isp-1*, and *nuo-6* worms (Fig. 1c, d). Finally, we wanted to determine whether the activation of the mitoUPR is dependent on ATFS-1. Accordingly, we treated *clk-1;Phsp-6::GFP*, *isp-1;Phsp-6::GFP*, and *nuo-6;Phsp-6::GFP* worms with RNAi targeting *atfs-1* and found that knocking down *atfs-1* prevented the induction of the mitoUPR (Fig. 1e, Additional file 1: Figure S2). Combined, these results demonstrate that the long-lived mitochondrial mutant strains exhibit an ATFS-1 dependent activation of the mitoUPR in development and early adulthood.

Since elevated ROS levels are sufficient to activate the mitoUPR [5, 25] and ROS levels have been shown to be increased in the long-lived mitochondrial mutants [26, 27], we next sought to determine the extent to which the activation of the mitoUPR is dependent on elevated ROS. To do this, we treated *nuo-6* worms with two different antioxidants, 10 mM vitamin C and 10 mM N-acetyl-cysteine, which have been previously shown to decrease the lifespan of long-lived mitochondrial mutants [26, 28]. Using the *Phsp-6::GFP* reporter fluorescence as a measurement of mitoUPR activity, we found that antioxidant treatment had no impact on mitoUPR activation (Additional file 1: Figure S3). This suggests that an elevation in ROS is not required for the *nuo-6* mutation to activate the mitoUPR. However, it is also possible that the antioxidant treatment did not reduce the levels of ROS sufficiently, or did not reduce the right population of ROS to observe an effect on mitoUPR activation.

### Mitochondrial unfolded protein response is required for survival and lifespan of long-lived mitochondrial mutants

To elucidate the role of the mitoUPR in the long-lifespan of *clk-1*, *isp-1*, and *nuo-6* worms, we examined how decreasing *atfs-1* expression affected their longevity. We used three different paradigms of increasing severity: *atfs-1* RNAi beginning in the experimental L4 generation, *atfs-1* RNAi beginning in the parental L4 generation and an *atfs-1(gk3094)* deletion mutation.

In the experimental L4 RNAi paradigm, worms are allowed to develop on NGM plates until the L4 stage of development, when they were transferred to *atfs-1* RNAi plates. Using this paradigm, we found that *atfs-1* RNAi caused a small decrease in *clk-1* lifespan (Fig. 2a), but did not affect the longevity of *isp-1* (Fig. 2b) or *nuo-6* worms (Fig. 2c). At day 2 of adulthood, this paradigm resulted in a significant decrease in *atfs-1* levels as well as the *atfs-1* target gene *hsp-6* (Fig. 2d), but did not affect the expression of cytosolic unfolded protein response targets *hsp-16.11* or *hsp-16.2* (which we found are robustly increased by *atfs-1* mutation—see Fig. 6).

**Fig. 2:**
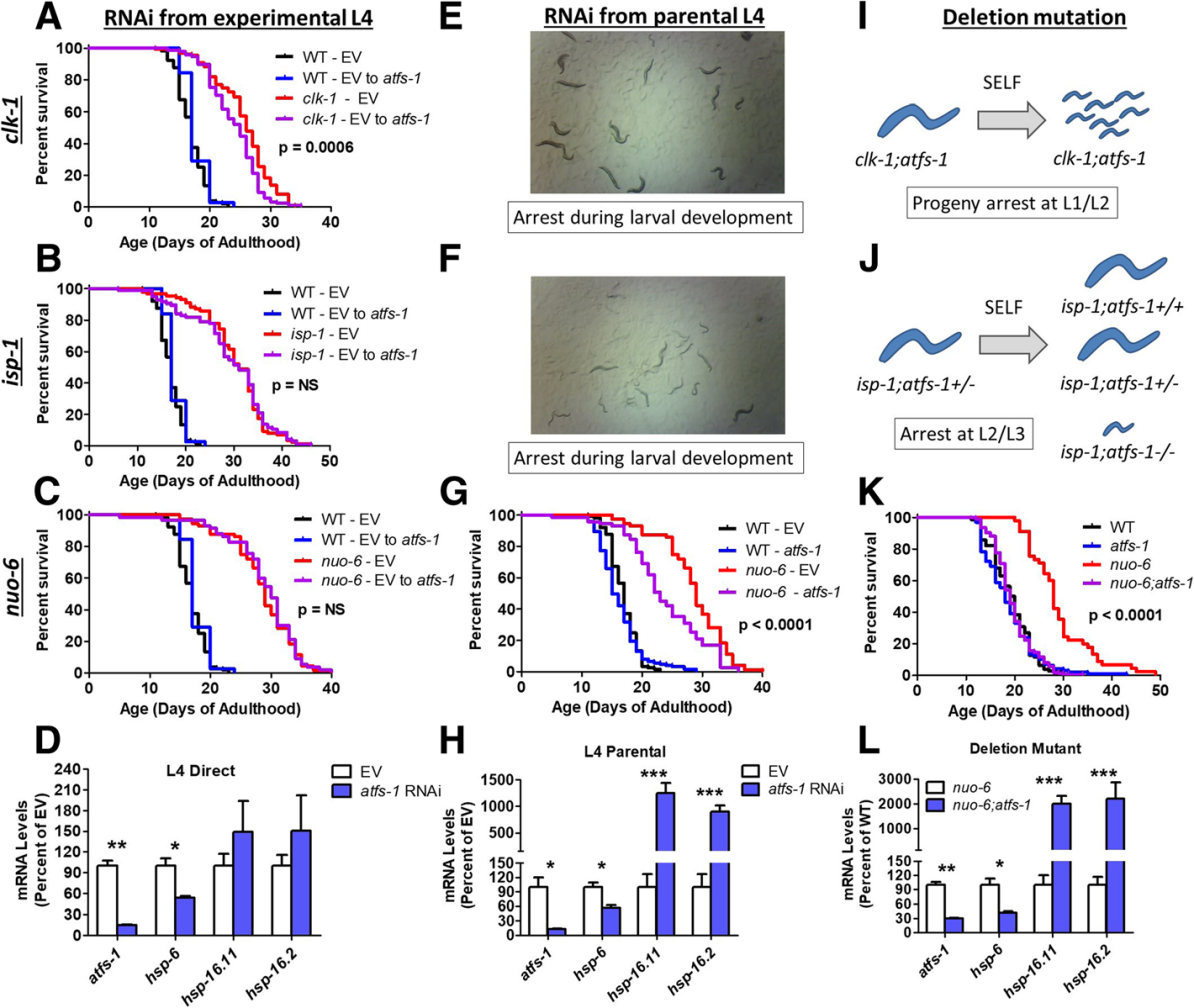
ATFS-1 is required for the survival and longevity of long-lived mitochondrial mutants. *atfs-1* levels were decreased using three paradigms of increasing severity: RNAi beginning from the experimental L4 generation (left column), RNAi beginning from the parental L4 generation (middle column) and deletion mutation (right column). Decreasing the expression of *atfs-1* beginning at the L4 stage of development had little or no effect on the lifespan of *clk-1* (**a**), *isp-1* (**b**), or *nuo-6* (**c**) worms, despite reducing the expression of *atfs-1* and the *atfs-1* target gene *hsp-6* (**d**). Decreasing the expression of *atfs-1* beginning in the parental generation resulted in developmental arrest in both *clk-1* (**e**) and *isp-1* (**f**) worms, while *nuo-6* worms grew to adulthood and showed a decreased lifespan (**g**). This treatment reduced *atfs-1* and *hsp-6* levels, and resulted in an upregulation of *hsp-16.11* and *hsp-16.2* (**h**). Deletion of *atfs-1* resulted in developmental arrest in *clk-1* (**i**) and *isp-1* (**j**) worms. In contrast, *nuo-6;atfs-1* worms are viable and the *atfs-1* deletion completely reverted *nuo-6* lifespan to wild-type (**k**). Deletion of *atfs-1* decreased *atfs-1* and *hsp-6* gene expression and increased the levels of *hsp-16.11* and *hsp-16.2* mRNA (**l**). Significance between red and purple lines is indicated. Error bars indicate SEM. *p < 0.05, **p < 0.01, ***p < 0.001. See Additional file 4: Table S4 for raw lifespan data. See Additional file 5: Table S5 for details on N and replicates

In the parental L4 paradigm, worms are transferred to *atfs-1* RNAi plates at the L4 stage. When these worms become gravid adults, they are transferred to a second *atfs-1* RNAi plate and allowed to lay eggs for 24 h. The lifespan of the F1 progeny is then measured when the worms reach adulthood. Under this paradigm, we found that only wild-type and *nuo-6* worms are able to develop to adulthood, while *clk-1* and *isp-1* worms arrest during larval development (Fig. 2e, f; Additional file 1: Figures S4, S5), as has been observed previously [6]. We found that knocking down *atfs-1* beginning at the L4 stage in the parental generation significantly decreased *nuo-6* lifespan but did not affect wild-type longevity (Fig. 2g). This paradigm significantly reduced the expression levels of *atfs-1* and *hsp-6* to a similar extent as we observed in the experimental L4 paradigm. Unlike the experimental L4 paradigm, knocking down *atfs-1* beginning in the parental generation resulted in a significant increase in the expression of *hsp-16.11* and *hsp-16.2*, which are involved in the cytosolic unfolded protein response (also known as the heat shock response) (Fig. 2h). This suggests that there may be a greater degree of proteotoxic stress when *atfs-1* is knocked down in throughout life.

Finally, we examined the effect of an *atfs-1* deletion mutation on the lifespan of the mitochondrial mutants. We found that *clk-1;atfs-1* double mutants produce few progeny and that the progeny arrest at the L1 or L2 stage of development (Fig. 2i). Similarly, we found that *isp-1;atfs-1* double mutants arrest at the L2 or L3 stage (Fig. 2j). In contrast, *nuo-6;atfs-1* double mutants were found to be viable and fertile. Examining the lifespan of these double mutants revealed that the *atfs-1* deletion completely reverted *nuo-6* lifespan to wild-type but did not impact wild-type lifespan (Fig. 2k). The *atfs-1* deletion reduced expression of *atfs-1* and *hsp-6* and increased the expression of *hsp-16.11* and *hsp-16.2* (Fig. 2l). Combined, these results demonstrate that *atfs-1* is required for the development of *clk-1* and *isp-1* worms to adulthood and for the longevity of *nuo-6* worms. Loss of *atfs-1* does not decrease wild-type lifespan, and in the mitochondrial mutants, *atfs-1* is not needed during adulthood for normal lifespan.

Because we observed an effect of *atfs-1* RNAi on the lifespan of *nuo-6* mutants, we decided to examine other components of the mitoUPR including UBL-5, DVE-1 and HAF-1. We used the parental L4 paradigm in which we observed an effect of *atfs-1* RNAi in *nuo-6* worms. Under these conditions, we found that knocking down *dve-1* or *ubl-5* prevented *nuo-6* worms from developing to adulthood (Additional file 1: Figure S6).

Since *nuo-6* worms could develop to the L4 stage on *ubl-5* RNAi, we compared the survival of these worms to worms grown on empty vector RNAi. Consistent with our observations with *atfs-1* RNAi, we found that the L4 survival of *nuo-6* worms on *ubl-5* RNAi was markedly decreased compared to EV RNAi (Additional file 1: Figure S7A). On *haf-1* RNAi, *nuo-6* worms developed to adulthood and showed a similar lifespan to worms grown on EV RNAi (Additional file 1: Figure S7B). This suggests that the mechanism by which disruption of *nuo-6* activates the mitoUPR does not require HAF-1. As with the results of our lifespan studies, we found that *haf-1* RNAi had a different effect on activation of the cytosolic unfolded protein response compared to other components of the mitoUPR. While knockdown of *atfs-1*, *ubl-5*, or *dve-1* resulted in increased expression of the cytosolic unfolded protein response target genes, *hsp-16.11* and *hsp-16.12*, *haf-1* RNAi had no significant effect on the expression of either gene (Additional file 1: Figure S8). Again, this suggests that disruption of *haf-1* in the mitochondria affects the mitoUPR differently than disruption of the nuclear factors *atfs-1*, *dve-1*, and *ubl-5.*

Since deletion of the mitochondrial superoxide dismutase gene *sod-2* [29] and mild inhibition of mitochondrial function have both been proposed to increase lifespan through elevation of mitochondrial superoxide levels [26], we also examined the role of the mitoUPR in the longevity of *sod-2* worms. As in the long-lived mitochondrial mutants, we found that the mitoUPR is activated in *sod-2* mutants, as measured using the *Phsp-6::GFP* reporter strains (Additional file 1: Figure S9A). However, we found that knocking down the expression of *atfs-1* did not prevent *sod-2* worms from developing to adulthood, or impact their longevity (Additional file 1: Figure S9B, C). This indicates that the mechanisms underlying longevity in *sod-2* mutants are at least partially distinct from the long-lived mitochondrial mutants.

### Loss of ATFS-1 expression during development or adulthood alone does not shorten *nuo-6* lifespan

The fact that knocking down *atfs-1* during adulthood had little or no impact on lifespan suggests the possibility that ATFS-1 affects lifespan during development. Accordingly, we sought to determine whether knocking down *atfs-1* levels only during development would be sufficient to decrease lifespan. To do this, we utilized an approach where worms are grown on *atfs-1* RNAi during development and then transferred to RNAi against dicer (*dcr-1*) at adulthood [11, 12, 30]. By knocking down dicer, which is an essential component of the RNAi machinery, inhibition of *atfs-1* expression should be prevented allowing *atfs-1* levels to be restored. Worms were grown on empty vector or *atfs-1* RNAi beginning at the L4 developmental stage of the parental generation and then transferred to either *dcr-1* RNAi plates (to restore *atfs-1* expression) or *atfs-1* RNAi plates (to continue *atfs-1* knockdown) at adulthood (Fig. 3a).

**Fig. 3:**
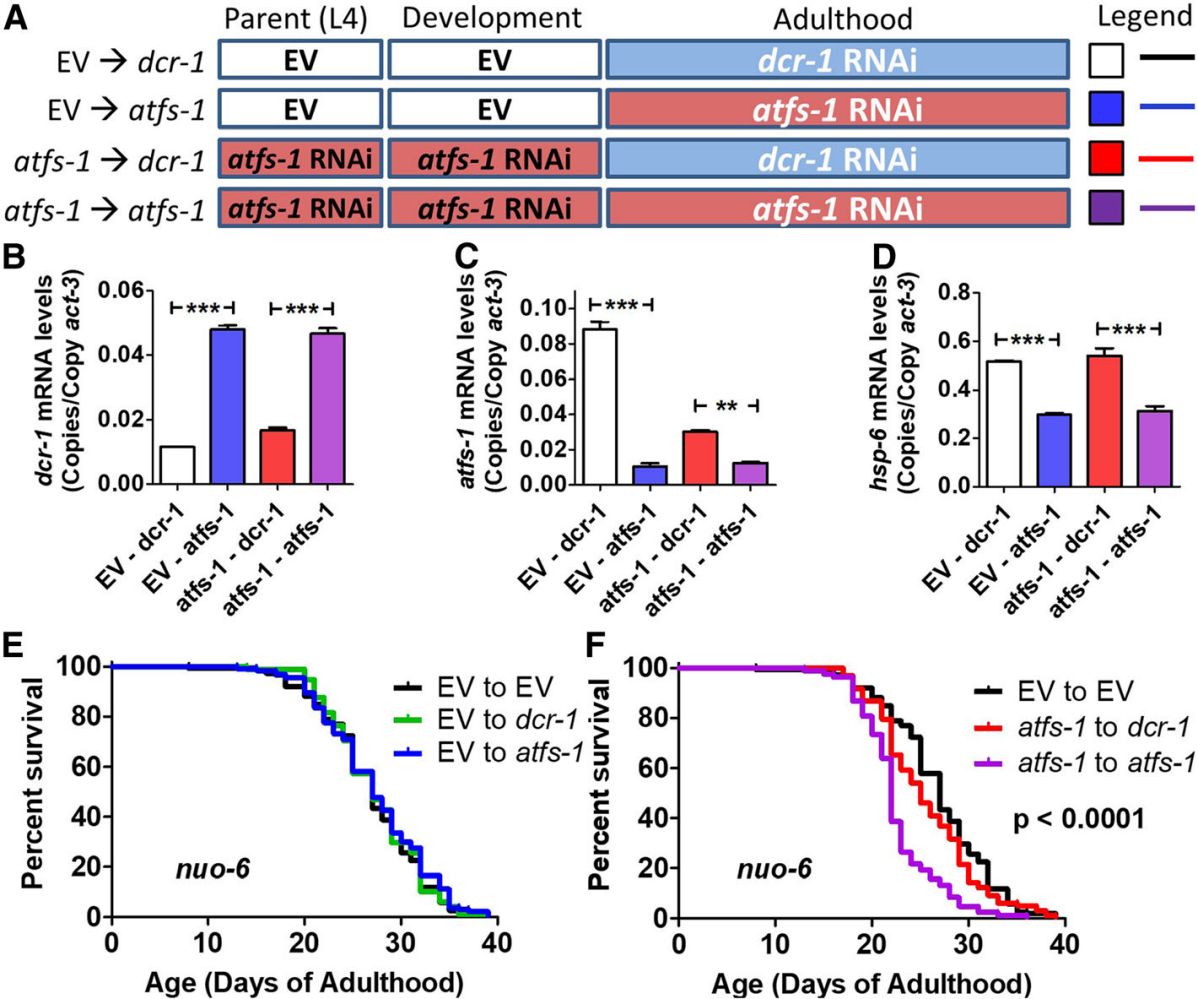
Loss of ATFS-1 during development or adulthood alone is not sufficient to decrease *nuo-6* longevity. **a** To explore the timing requirements for the role of ATFS-1 in *nuo-6* longevity and the activation of the mitoUPR, *nuo-6* worms were treated with RNAi against *atfs-1* for development only (*atfs-1 ➔ dcr-1*), adulthood only (EV ➔ *atfs-1*) or for both development and adulthood (*atfs-1* ➔ *atfs-1*). Quantitative real-time RT-PCR was used to confirm knockdown of *atfs-1*, *dcr-1* and the ATFS-1 target gene *hsp-6.* Treatment with *dcr-1* RNAi during adulthood effectively decreased the expression of *dcr-1* (**b**)*.* The levels of *atfs-1* mRNA were decreased by *atfs-1* RNAi during adulthood only or development and adulthood (**c**). Transfer from *atfs-1* RNAi to *dcr-1* RNAi resulted in a restoration of *atfs-1* mRNA levels towards EV control. Similarly, the levels of the *atfs-1* target gene *hsp-6* were decreased by *atfs-1* RNAi during adulthood only or development and adulthood (**d**). Transfer from *atfs-1* RNAi to *dcr-1* RNAi resulted in a complete restoration of *hsp-6* expression. **e** Knocking down *atfs-1* levels only during adulthood does not affect *nuo-6* lifespan. **f** Knocking down *atfs-1* only during development does not significantly reduce *nuo-6* lifespan. In contrast, *atfs-1* RNAi applied during both development and adulthood decreased *nuo-6* longevity. Error bars indicate SEM. **p < 0.01, ***p < 0.001. See Additional file 4: Table S4 for raw lifespan data. See Additional file 5: Table S5 for details on N and replicates

Because *atfs-1* is absolutely required in *clk-1* and *isp-1* worms for development to adulthood, we completed these experiments, and all of the remaining experiments in *nuo-6* worms. We used quantitative real-time RT-PCR at day 2 of adulthood to examine the levels of *dcr-1*, *atfs-1*, and *hsp-6.* We found that transfer to *dcr-1* RNAi plates at adulthood effectively decreased the expression of *dcr-1* (Fig. 3b). The levels of *atfs-1* were efficiently knocked down by *atfs-1* RNAi and were significantly increased when transferred to *dcr-1* RNAi (Fig. 3c). Importantly, treatment with *atfs-1* RNAi during adulthood significantly reduced *hsp-6* expression, while *hsp-6* expression in worms grown on *atfs-1* RNAi during development and transferred to *dcr-1* RNAi at adulthood (*atfs-1* ➔ *dcr-1* paradigm) was equivalent to worms that were not treated with *atfs-1* RNAi (EV ➔ *dcr-1* paradigm) (Fig. 3d).

Having shown that *atfs-1* levels were being knocked down specifically during development, we next examined the resulting effect on lifespan. We found that knocking down *atfs-1* expression during adulthood (EV ➔ *atfs-1* paradigm) did not decrease the lifespan of *nuo-6* worms (Fig. 3e). Similarly, decreasing *atfs-1* expression during development alone (*atfs-1* ➔ *dcr-1* paradigm) was not sufficient to decrease *nuo-6* lifespan (Fig. 3f). Note that the lifespan of *nuo-6* worms treated with the *atfs-1* ➔ *dcr-1* paradigm showed significantly increased lifespan compared to worms treated with either the *atfs-1* ➔ *atfs-1* paradigm or *atfs-1* ➔ EV paradigm (Additional file 1: Figure S10), providing further evidence that the transfer to *dcr-1* RNAi was effective at restoring *atfs-1* expression (continued knockdown of *atfs-1* in *atfs-1* ➔ EV paradigm leads to decrease in lifespan). Thus, in order for *atfs-1* knockdown to decrease *nuo-6* lifespan, *atfs-1* levels had to be decreased during both development and adulthood.

### Loss of ATFS-1 affects physiologic rates and mitochondrial function of *nuo-6* worms

To begin to explore the mechanism by which loss of *atfs-1* reduces the lifespan of *nuo-6* worms, we compared physiologic rates and mitochondrial function in *nuo-6* and *nuo-6;atfs-1* worms. We found that the *atfs-1* mutation increased both embryonic lethality and developmental arrest specifically in *nuo-6* worms but not in wild-type worms (Fig. 4a, b). Of those worms that do develop to adulthood, *atfs-1* mutants develop more slowly than wild-type worms, while *nuo-6;atfs-1* worms reach adulthood in less time than *nuo-6* worms (Fig. 4c). Loss of *atfs-1* results in decreased brood size but does not further decrease the already low brood size of *nuo-6* worms (Fig. 4d). Similarly, *atfs-1* mutants have a slower thrashing rate than wild-type worms, but the mutation does not exacerbate the thrashing deficit present in *nuo-6* mutants (Fig. 4e). The loss of *atfs-1* results in a slower rate of defecation and decreased body length in both wild-type and *nuo-6* worms (Fig. 4f, g).

**Fig. 4:**
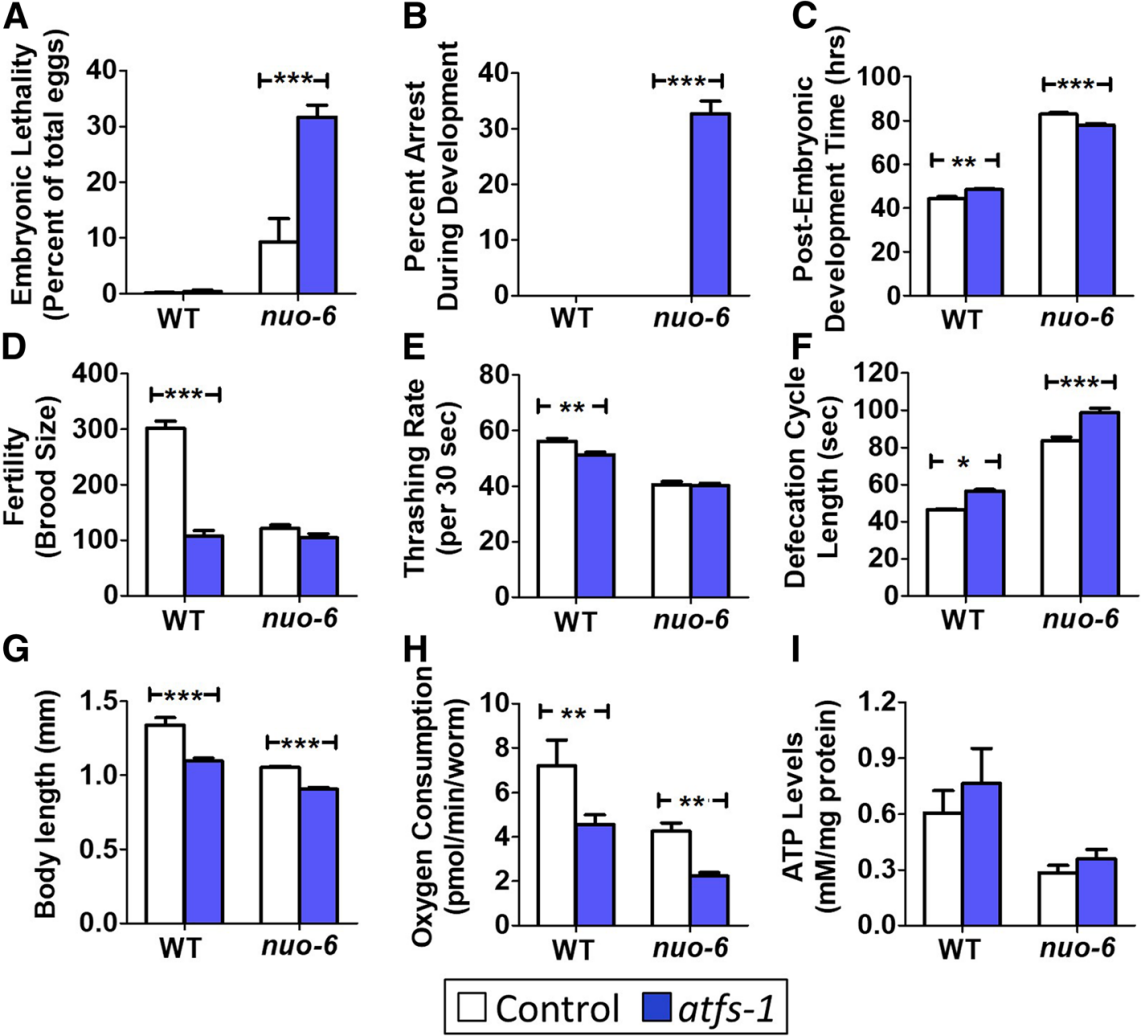
Loss of *atfs-1* alters physiologic rates in the *nuo-6* mitochondrial mutant. **a** *nuo-6* worms have increased embryonic lethality compared to wild-type worms, and lethality is further increased by deletion of *atfs-1*. **b** While all *nuo-6* worms develop to adulthood after hatching, a proportion of *nuo-6;atfs-1* worms arrest during larval development. **c** Deletion of *atfs-1* slows development in wild-type worms but accelerates development time in *nuo-6* worms. **d** Loss of *atfs-1* decreases brood size in wild-type worms but does not further decrease the low brood size in *nuo-6* worms. **e** The *atfs-1* deletion decreases the rate of movement in wild-type worms but does not exacerbate the slow movement of *nuo-6* worms. Loss of *atfs-1* causes a slow rate of defecation (**f**) decreased body length (**g**), and decreased oxygen consumption (**h**) in both wild-type and *nuo-6* worms, but does not significantly affect ATP levels (**i**). Error bars indicate SEM. *p < 0.05,**p < 0.01, ***p < 0.001. See Additional file 5: Table S5 for details on N and replicates

In examining mitochondrial function, we determined the rate of oxidative phosphorylation by measuring oxygen consumption per worm using an extracellular flux analyzer. We found that oxygen consumption per worm is decreased by the loss of *atfs-1* in both wild-type worms and *nuo-6* mutants (Fig. 4h). To determine if the rates of oxygen consumption resulted in altered levels of ATP, we used a lucigenin-based kit to measure ATP levels. We found that the *atfs-1* mutation did not decrease ATP levels in wild-type or *nuo-6* worms (Fig. 4i). To gain insight into the relationship between oxygen consumption and ATP levels, we examined the effect of the *atfs-1* mutation on ROS levels in wild-type and *nuo-6* worms. Consistent with the decreased levels of oxygen consumption, ROS levels as detected by dichlorofluorescein (DCF) fluorescence were significantly decreased by *atfs-1* deletion (Additional file 1: Figure S11). Combined, these results show that disruption of *atfs-1* negatively impacts worm physiologic rates and mitochondrial function, and this may at least partially explain the detrimental effect of the *atfs-1* mutation on *nuo-6* lifespan and the ability of *clk-1* and *isp-1* worms to develop to adulthood.

### Loss of ATFS-1 decreases resistance to multiple stresses

Since the ability to resist multiple stresses has been associated with long life, we next examined the effect of the *atfs-1* mutation on stress resistance in *nuo-6* worms. Sensitivity to oxidative stress was assessed by exposing worms to 2 mM paraquat, a compound that acts to increase superoxide levels primarily in the mitochondria. We found that *nuo-6* worms have increased survival compared to wild-type worms and that the *atfs-1* mutation completely reverts their stress resistance to wild-type (Fig. 5a). *atfs-1* mutants also exhibited a small decrease in oxidative stress resistance compared to wild-type worms.

**Fig. 5:**
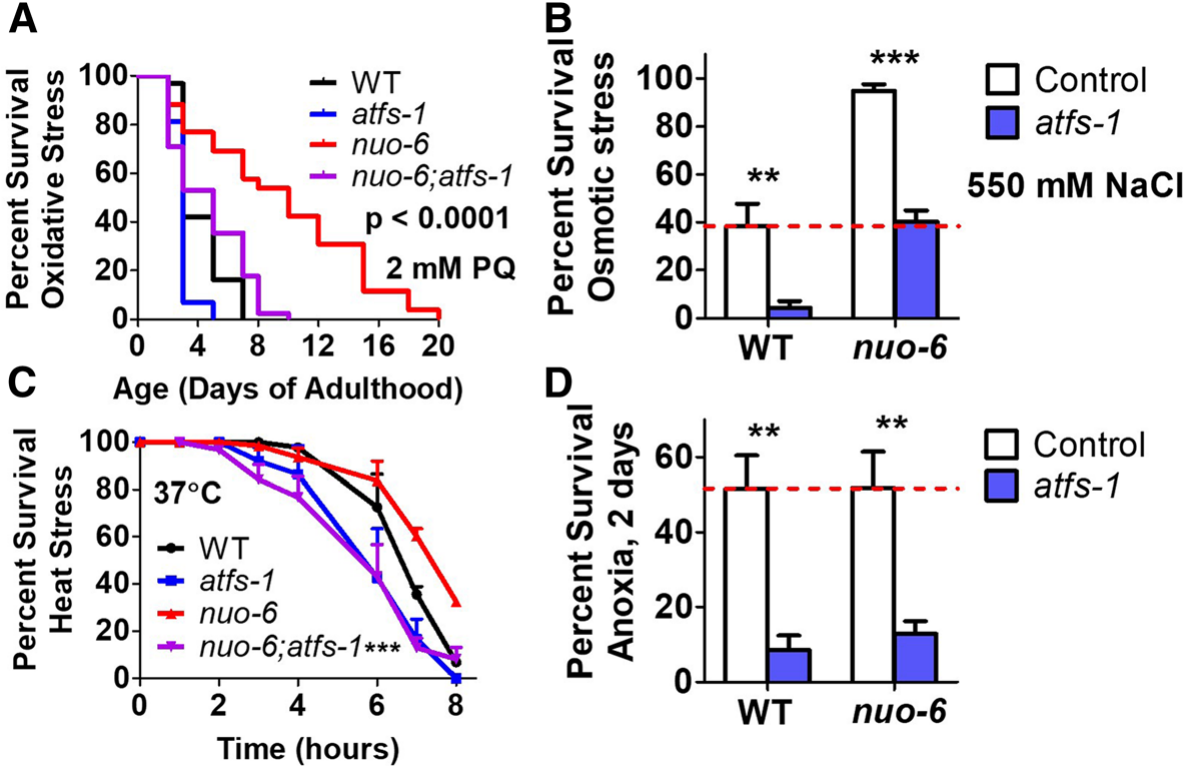
Loss of *atfs-1* reduces increased resistance to multiple stresses in long-lived *nuo-6* worms and decreases stress resistance in wild-type worms. **a** Sensitivity to oxidative stress was assessed by exposing worms to plates containing 2 mM paraquat (PQ). *nuo-6* worms showed increased resistance to oxidative stress, which was completely abolished by removal of *atfs-1.* **b** Sensitivity to osmotic stress was assessed by exposing worms to 550 mM NaCl and quantifying survival after 48 h. *nuo-6* worms exhibit increased survival compared to wild-type worms. Loss of *atfs-1* resulted in decreased survival in both wild-type and *nuo-6* worms. **c** To measure sensitivity to heat stress, worms were incubated at 37 °C and survival was monitored hourly. *nuo-6* worms exhibit increased survival compared to wild-type worms. In both cases, heat stress survival was decreased by loss of *atfs-1.* **d** Deletion of *atfs-1* causes increased sensitivity to anoxia in both wild-type and *nuo-6* worms. Error bars indicate SEM. In panels A and C, *p* value indicates significance between *nuo-6* and *nuo-6;atfs-1* worms. **p < 0.01, ***p < 0.001. See Additional file 5: Table S5 for details on N and replicates

Sensitivity to osmotic stress was quantified by transferring worms to plates containing 550 mM NaCl (11X their normal salt concentration) and examining survival after 2 days. Again, we found that *nuo-6* worms have increased resistance to osmotic stress, which was decreased in the presence of the *atfs-1* mutation, and *atfs-1* mutants had decreased survival compared to wild-type worms (Fig. 5b).

In the heat stress assay, worms are exposed to 37 °C heat stress and survival is monitored hourly. *nuo-6* worms exhibited a mildly increased resistance to heat stress (Fig. 5c). Loss of *atfs-1* decreased the survival of both *nuo-6* and wild-type worms during heat stress (Fig. 5c).

Finally, we examined survival after 2 days of anoxia with a one-day recovery. We found that *nuo-6* worms had an equivalent survival to wild-type and that in both cases survival was decreased by the *atfs-1* mutation (Fig. 5d). Combined, these results indicate that ATFS-1 is important for survival against multiple forms of stress. The decrease in stress resistance in the *nuo-6;atfs-1* double mutant may at least partially explain the decrease in longevity compared to *nuo-6* mutants.

### *nuo-6* worms exhibit ATFS-1-dependent changes in expression of genes involved in stress response and metabolism

To further explore the mechanism by which the loss of *atfs-1* reduces the lifespan of *nuo-6* worms, we compared gene expression in *nuo-6* and *nuo-6;atfs-1* mutants. We hypothesized that ATFS-1-mediated changes in gene expression contribute to the long life of *nuo-6* worms. Accordingly, we examined the expression of genes involved in stress response or metabolism to identify genes that are modulated in *nuo-6* worms and restored towards wild-type by the loss of *atfs-1.* In contrast to the ATFS-1-dependent activation of the mitoUPR (*hsp-6*), neither the endoplasmic reticulum unfolded protein response (*hsp-4*) nor the cytosolic protein response (*hsp-16.2*) is activated in *nuo-6* worms (Fig. 6a–c).

**Fig. 6:**
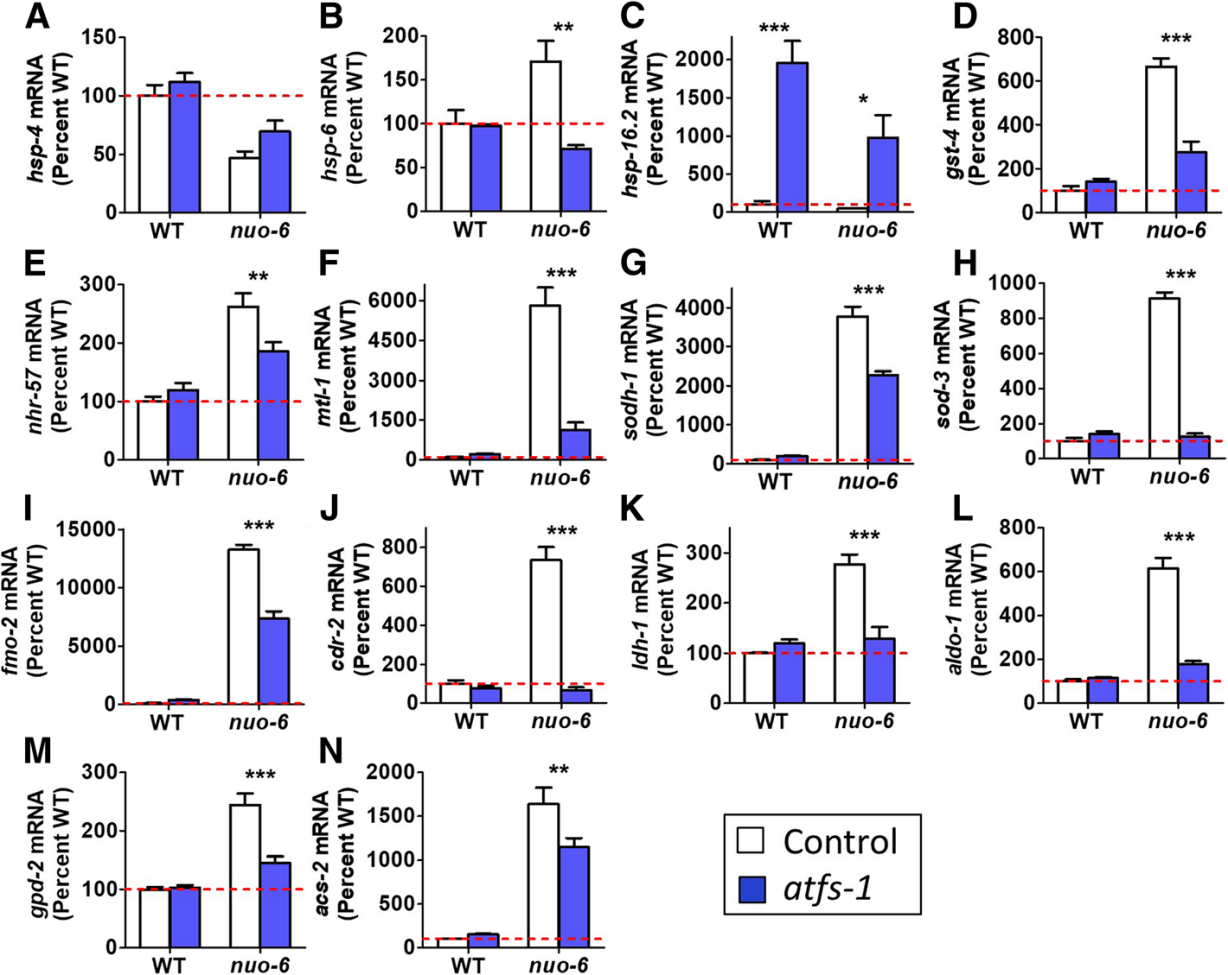
ATFS-1 mediates specific transcriptional changes in *nuo-6* worms. Quantitative real-time RT-PCR was used to compare the expression of selected stress response and metabolism genes between *nuo-6* and *nuo-6;atfs-1* worms. **a** *nuo-6* worms showed decreased expression of *hsp-4*, which is a marker of the endoplasmic reticulum unfolded protein response. **b** *hsp-6* expression was increased in *nuo-6* worms and this increase was completely prevented by loss of *atfs-1.* **c** Deletion of *atfs-1* resulted in increased expression of *hsp-16.2*, which is a marker of the cytosolic unfolded protein response. **d** *nuo-6* worms exhibited increased expression of the SKN-1/NRF2 target gene *gst-4*, which was prevented by *atfs-1* deletion. **e** Expression of the HIF-1 target gene *nhr-57* is increased in *nuo-6* worms and restored towards wild-type by the *atfs-1* deletion. The DAF-16/FOXO target genes *mtl-1* (**f**), *sodh-1* (**g**), and *sod-3* (**h**), are upregulated in *nuo-6* worms and require *atfs-1* for this upregulation. Similarly, *fmo-2* (**i**) and *cdr-2* (**j**), which are involved in xenobiotic detoxification, exhibit an ATFS-1-dependent increase in expression in *nuo-6* mutants. **k**–**n** Selected genes involved in metabolism (*ldh-1*, *aldo-1*, *gpd-2*, *acs-2*) show an ATFS-1-dependent increase in expression in *nuo-6* worms. Error bars indicate SEM. *p < 0.05,**p < 0.01,***p < 0.001. See Additional file 5: Table S5 for details on N and replicates

Interestingly, deletion of *atfs-1* resulted in a marked activation of the cytosolic UPR as measured by increased *hsp-16.2* expression. Preliminary exploration of this result indicated that upregulation of *hsp-16.2* (and *hsp-16.11*) in *atfs-1* mutants is dependent on the heat shock factor HSF-1 but independent of the FOXO transcription factor DAF-16 (Additional file 1: Figure S12) [31]. To explore this relationship further, we generated *atfs-1;hsf-1* double mutants. We found that *atfs-1;hsf-1* double mutants are unhealthy as indicated by high sterility and low brood size. This suggests that the activation of the cytosolic UPR in *atfs-1* mutants may be a compensatory response for the disruption of the mitoUPR.

Examination of other stress response pathways revealed that the SKN-1-mediated stress response (*gst-4*), the HIF-1-mediated hypoxia response (*nhr-57*), and the DAF-16-mediated stress response (*mtl-1*, *sodh-1*, *sod-3*) are all activated in *nuo-6* worms (Fig. 6d–h; Additional file 1: Figure S13), which may contribute to the increased resistance to stress we observed in *nuo-6* mutants. In each case, loss of *atfs-1* reduced the extent to which each stress response was activated, suggesting that activation of the mitoUPR can lead to the activation of other stress response pathways. Note that we and others have also observed the upregulation of the HIF-1 target *nhr-57* in *clk-1* and *isp-1* mutants [27, 32, 33]. As ROS levels are elevated in *nuo-6* mutants [26], and elevated ROS is sufficient to activate the HIF-1 pathway [25], it is likely that ROS are responsible for HIF-1 activation in *nuo-6* worms.

We also examined the expression levels of *fmo-2*, a flavin-containing monoxygenase involved in xenobiotic detoxification that was recently shown to modulate longevity [34], and *cdr-2*, a glutathione S-transferase also involved in xenobiotic detoxification and implicated in the longevity of *isp-1* mutants [35]. As with the other stress response genes, we observed increased expression in *nuo-6* mutants that was significantly reduced by the loss of *atfs-1* (Fig. 6i, j). Note that other antioxidant enzymes, including superoxide dismutases (*sod-1*, *sod-2*, *sod-4*, *sod-5*), catalases (*ctl-1*, *ctl-2*, *ctl-3*), and peroxiredoxins (*prdx-2*, *prdx-6*), with the exception of *prdx-3*, were not affected by loss of *atfs-1* in wild-type or *nuo-6* worms (Additional file 1: Figure S14).

As *nuo-6* mutants have been shown to have altered expression of metabolic genes [36], we examined the role of ATFS-1 in the expression of select metabolic genes. We selected genes that we had previously found to be increased in *nuo-6* worms using RNAseq including lactate dehydrogenase (*ldh-1*), fructose biphosphate aldolase (*aldo-1*), glyceraldehyde 3-phosphate dehydrogenase (*gpd-2*), and fatty acyl-CoA synthetase (*acs-2*) [37]. We found that all of these genes showed increased expression in *nuo-6* worms that is dependent on *atfs-1* (Fig. 6k–n).

### Specific ATFS-1-regulated stress response and metabolism genes are required for *nuo-6* lifespan

To examine the role of specific changes in gene expression induced by the mitoUPR in the long lifespan of *nuo-6* mutants, we decreased the expression of genes that we found to be upregulated in *nuo-6* mutants in an ATFS-1-dependent manner and measured lifespan. We decreased the expression of *gst-4*, *mtl-1*, *sodh-1*, *fmo-2*, *cdr-2*, *ldh-1*, *aldo-1*, and *acs-2* using RNAi beginning at the L4 stage of the parental generation. For *hsp-6*, we begun RNAi treatment at the L4 stage of the experimental generation as *hsp-6* RNAi can induce embryonic lethality [38]. For *sod-3*, we used a genetic mutation rather than RNAi to avoid the possibility of knocking down its paralog *sod-2*, which could complicate the interpretation of the result since loss of *sod-2* increases lifespan [29]. We also used a genetic mutation for *hif-1* so that we could compare the results to previous findings in *clk-1* and *isp-1* mutants [33]. Note that conflicting results have been observed with respect to the longevity of the *hif-1* mutant [39, 40]. We used conditions in which the *hif-1* mutant is known to have an increased lifespan [41] such that any observed decrease in *nuo-6* lifespan resulting from *hif-1* mutation would be easier to interpret.

We found that decreasing the expression of *hsp-6*, *gst-4*, *sodh-1*, *cdr-2*, and *ldh-1* did not affect the survival of *nuo-6* or wild-type worms (Fig. 7a, b, e, h, i). In contrast, we found that knockdown of *mtl-1*, *fmo-2*, or *aldo-1* all significantly reduced *nuo-6* longevity but had no effect on wild-type lifespan (Fig. 7d, g, j). Similarly, *nuo-6;sod-3* and *nuo-6;hif-1* double mutants exhibited decreased lifespan compared to *nuo-6* mutants (Fig. 7c, f). Combined, this demonstrates that changes in the expression of stress response genes (*hif-1*, *mtl-1*, *fmo-2*, *sod-3*) and genes involved in metabolism (*aldo-1*) that are induced by ATFS-1 contribute to the longevity of *nuo-6* mitochondrial mutants.

**Fig. 7:**
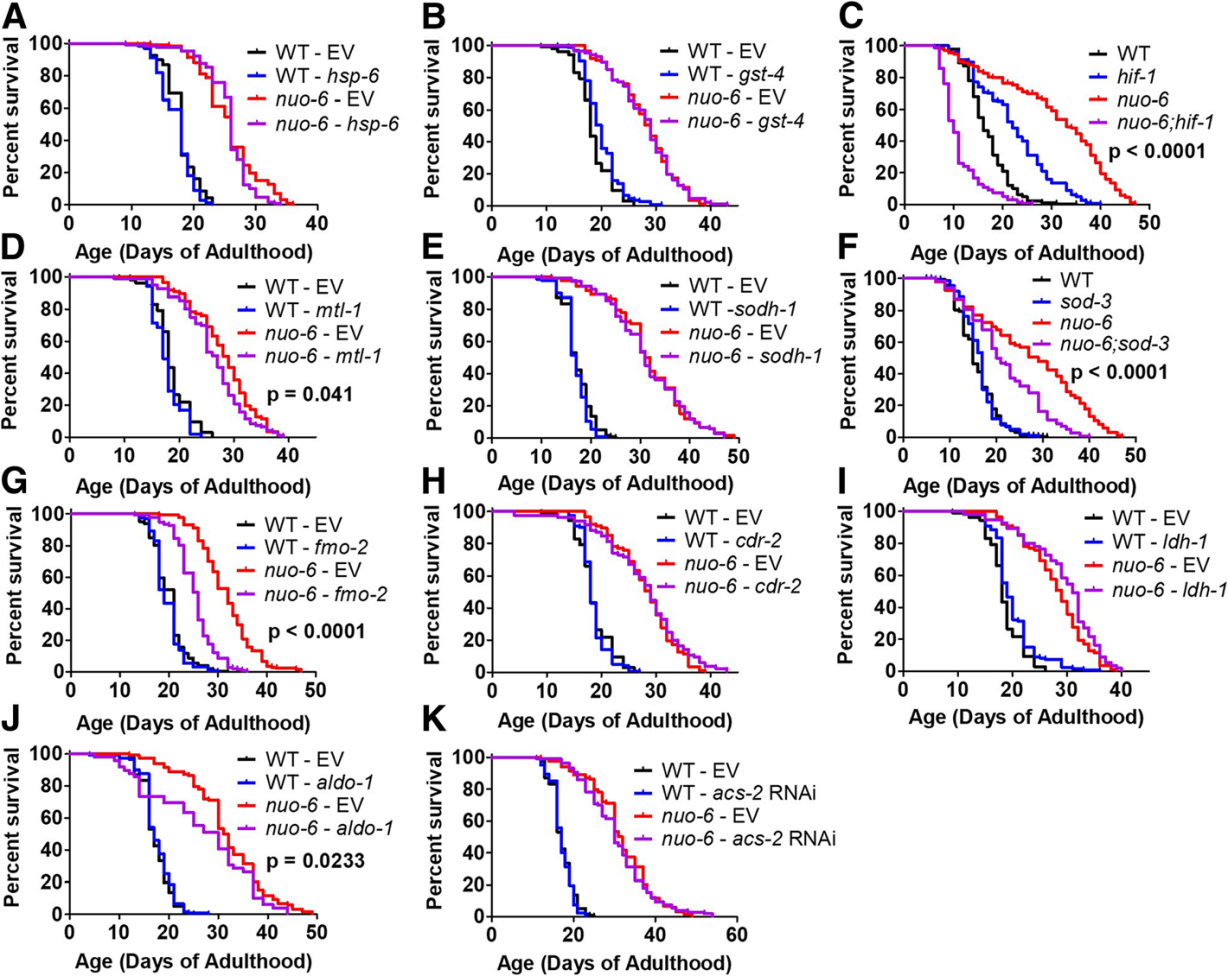
ATFS-1-regulated genes involved in stress resistance and metabolism are required for the long lifespan of *nuo-6* mutants. To explore the contribution of genes that show an ATFS-1-dependent upregulation in *nuo-6* mutants, we decreased the expression of these genes in *nuo-6* worms. We found that decreasing the expression of *hsp-6* (**a**), *gst-4* (**b**), *sodh-1* (**e**), *cdr-2* (**h**), *ldh-1* (**i**), or *acs-2* (**k**) using RNAi did not decrease the lifespan of *nuo-6* worms. In contrast, *hif-1* mutation (**c**), *mtl-1* RNAi (**d**), *sod-3* mutation (**f**), *fmo-2* RNAi (**g**), and *aldo-1* RNAi (**j**) significantly reduced *nuo-6* longevity. This indicates that changes in gene expression induced by the activation of the mitoUPR contribute to the long-lifespan of *nuo-6* worms. Significance between red and purple lines is indicated. See Additional file 4: Table S4 for raw lifespan data. See Additional file 5: Table S5 for details on N and replicates

Because the mutation in *hif-1* completely abolished the lifespan increase present in *nuo-6* worms such that *nuo-6;hif-1* double mutants live shorter than wild-type worms (Fig. 7c), we decided to further explore the role of *hif-1* in *nuo-6* longevity. To do this, we used RNAseq to compare gene expression in *nuo-6* and *nuo-6;hif-1* mutants in order to identify genes that are modulated in *nuo-6* worms and restored to wild-type by the *hif-1* mutation, as these genes may contribute to the long life of *nuo-6* worms. 

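RNA for this comparison came from 6 *nuo-6*, 2 *nuo-6;hif-1*, 3 *hif-1* and 12 wild-type libraries. The *hif-1* and *nuo-6;hif-1* libraries were sequenced in batch 1 with 3 of the wild-type libraries, and the *nuo-6* libraries in batch 2 with another 6, so *nuo-6;hif-1* and *nuo-6* are compared through the wild-type libraries of their batches. The authors aligned the reads with STAR and counted them per gene, and left out a replicate of *nuo-6;hif-1* after principal component analysis. They deposited library-scaled counts (CPM) for each library and a filtered table of normalized CPM for 13837 genes. The number of reads counted on genes was between 34164443 and 37420761 in *nuo-6;hif-1* (median 35792602), between 35001821 and 36798169 in *hif-1* (median 35067190), and between 23150371 and 44827316 in wild-type worms (median 30086958). From the normalized CPM, log2 values with a pseudocount of 0.5 CPM were fitted with limma for all 43 libraries together, with genotype and sequencing batch as terms, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 were called changed. The *hif-1* gene, on chromosome V of WBcel235 from 20780407 to 20785260, had 26.4 normalized CPM on average in the *hif-1* libraries (range 18.5 to 32.3, n = 3) and 206 in the wild-type libraries of the same batch (range 191 to 220, n = 3), and 39.2 in *nuo-6;hif-1* (range 35.0 to 43.4, n = 2).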

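In *nuo-6* worms, 5459 of the 13837 genes tested were changed compared with wild-type worms (limma, 6 libraries against 12). Of these, 3043 (55.7%) were higher and 2416 were lower. With library size as the only scaling, 44.9% of the changed genes were higher. The count of changed genes moved most with a minimum change of 2-fold, which left 1434 genes. In *nuo-6;hif-1* worms (n = 2), 8461 genes were changed, 4488 higher and 3973 lower. Of the genes higher in *nuo-6*, 1235 (40.6%) were not called higher in *nuo-6;hif-1*, and of the genes lower in *nuo-6*, 1122 (46.4%) were not called lower. Among the 1235 genes, 162 were called lower than in wild-type worms, and among the 1122, 479 were called higher. Those genes went past the wild-type level and were not restored to it. These counts compare calls and do not test the difference between the strains. In a direct test of *nuo-6;hif-1* against *nuo-6*, 531 of the genes higher in *nuo-6* were lower in the double mutant, and 673 of those lower in *nuo-6* were higher. That direct test called 4902 genes in all, and 3087 with *nuo-6;hif-1* replicate 2 left out, where the remaining library was taken to vary like those of the other groups. With an index of yolk, oocyte, sperm and molting transcripts as a covariate, an alternative added after the data were seen, the direct test called 62 genes. Against wild-type worms, the median log2 fold change in *nuo-6;hif-1* was 3.63 for molting, -4.45 for yolk, -3.21 for oocyte and -2.24 for sperm transcripts. A younger stage at collection may thus account for much of the counts in this strain. The level of *ldh-1* rose in *nuo-6* by a log2 fold change of 1.37 (standard error 0.19, adjusted p = 4.6e-07 from limma with Benjamini-Hochberg adjustment). It was 54.3 and 166 normalized CPM in the 2 *nuo-6;hif-1* libraries and 133 to 270 in *nuo-6* (n = 6), so that only 1 of the 2 lay below the *nuo-6* libraries.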

Using this approach, we found numerous upregulated or downregulated genes in *nuo-6* worms that are HIF-1 dependent (Additional file 1: Figure S15). While it is beyond the scope of our current study to explore these targets in depth, our initial enrichment analyses identified genes involved in various types of metabolism as the top categories of upregulated genes that are reverted by the *hif-1* mutation, while transport/trafficking genes are enriched among the downregulated genes (Additional file 1: Figures S16, S17).

### ATFS-1 affects the expression of DAF-16 target genes

Because we observed an ATFS-1-dependent activation of three DAF-16 target genes in *nuo-6* mutants, we decided to further explore the role of ATFS-1 in the activation of DAF-16 target genes. To do this, we examined the effect of the *atfs-1* deletion on the nuclear localization of DAF-16 using a DAF-16 translational reporter strain (*zIs356[Pdaf-16::daf-16:GFP]*) [42]. We found that in *atfs-1* deletion mutants, the nuclear localization of DAF-16 in response to 35 °C heat stress was significantly slowed (Additional file 1: Figure S18), suggesting that ATFS-1 can facilitate nuclear localization of DAF-16.

Since loss of ATFS-1 affected the nuclear localization of DAF-16, we next wondered the extent to which activation of ATFS-1 caused modulation of DAF-16 target genes. We had previously shown that the transcriptional changes present in *nuo-6* mutants exhibit a significant overlap with *daf-2* mutants and a significant enrichment of DAF-16 target genes and that DAF-16 is required for the long lifespan of *nuo-6* mutants [37]. To more directly assess the role of ATFS-1 in modulation of DAF-16 target genes, we used RNAseq to examine gene expression in two *atfs-1* gain-of-function mutants. These two mutant, *atfs-1(et15)* and *atfs-1(et17)*, have point mutations affecting the mitochondrial targeting sequence, which results in cytoplasmic accumulation of ATFS-1 allowing ATFS-1 to enter the nucleus and activate its transcriptional targets [43].

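The strains were *atfs-1(et15)* with 5 libraries and *atfs-1(et17)* with 6, all sequenced in batch 1 with 3 of the wild-type libraries. The authors left out 1 replicate of *atfs-1(et15)* after principal component analysis. The reads counted on genes ranged from 30045912 to 35910882 in *atfs-1(et15)* (median 34255394) and from 30608444 to 37596520 in *atfs-1(et17)* (median 35320750). Differences from wild-type worms were taken from the fit of all libraries described for *nuo-6;hif-1*. Comparisons with *daf-2(e1370)* were not analysed here. In a check on simulated libraries of the same design, 65% of genes changed 2-fold and 92% of genes changed 4-fold in *atfs-1(et15)* were called, and 10 of the other genes were called. Genes were simulated independently, so variation between libraries that genes share was not part of this check.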

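In *atfs-1(et15)* worms, 6341 genes differed from wild-type worms, 2967 higher and 3374 lower. In *atfs-1(et17)* worms, 945 genes differed, 532 higher and 413 lower. The share of changed genes that were higher was 46.8% in *atfs-1(et15)* and 56.3% in *atfs-1(et17)*, and with library size as the only scaling it was 59.9% and 84.2%. The *atfs-1(et15)* count moved most, to 1483, with the index of yolk, oocyte, sperm and molting transcripts as a covariate. The *atfs-1(et17)* count was 2011 without wild-type replicate 2 and 572 without wild-type replicate 3. The mitochondrial chaperone gene *hsp-6*, on chromosome V of WBcel235 from 4824124 to 4826760, had 1464 ± 192 normalized CPM (SD, n = 5) in *atfs-1(et15)* and 1490 ± 180 (SD, n = 6) in *atfs-1(et17)*, against 731 ± 109 (SD, n = 12) in wild-type worms. Its log2 fold change was 1.04 in *atfs-1(et15)* (standard error 0.16, adjusted p = 4.05e-06, limma with Benjamini-Hochberg adjustment) and 1.07 in *atfs-1(et17)* (standard error 0.15, adjusted p = 4.14e-06). Every library of both strains lay above every wild-type library of batch 1, the highest of which was at 787 normalized CPM. In *atfs-1(et15)*, the log2 fold changes of *C07G1.7*, *C38D9.2* and *ZC15.3* were each 7.22, and that of *C38D9.2* was 7.55 in *atfs-1(et17)*. Wild-type means of these genes were between 0.121 and 0.816 normalized CPM, so their values depend on the pseudocount. The log2 fold change of *acdh-2* was -6.07 in *atfs-1(et15)* and -3.44 in *atfs-1(et17)*. The *atfs-1* mRNA itself had a log2 fold change of 0.50 in *atfs-1(et15)* (adjusted p = 0.0589, limma) and 0.41 in *atfs-1(et17)* (adjusted p = 0.262, limma).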

We found that the upregulated and downregulated genes in the *atfs-1* gain-of-function mutants exhibited a significant degree of overlap with *daf-2(e1370)* mutants (Fig. 8a, Additional file 1: Table S1). In addition, many of the top upregulated and downregulated DAF-16 target genes determined by a meta-analysis of *daf-16* expression data [44] were similarly modulated in the *atfs-1* gain-of-function mutants (Fig. 8b). 

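Fig. 8b labels 39 genes as upregulated DAF-16 targets, and 37 of them were among the genes tested. In *atfs-1(et15)*, 23 of the 37 were called higher than in wild-type worms and 3 lower, and 31 had a positive log2 fold change whether called or not. In *atfs-1(et17)*, 13 were called higher and none lower, and 30 had a positive log2 fold change. All 29 genes that Fig. 8b labels as downregulated targets were among those tested. Of these, 5 were called lower and 5 higher in *atfs-1(et15)*, and 2 were called lower and 2 higher in *atfs-1(et17)*. The number with a negative log2 fold change was 15 of 29 in *atfs-1(et15)* and 18 of 29 in *atfs-1(et17)*. The median log2 fold change of the upregulated targets was 0.79 in *atfs-1(et15)* and 0.47 in *atfs-1(et17)*, and that of the downregulated targets was -0.06 and -0.26. No test was made on these lists, since the figure shows only targets that changed in *daf-2* worms.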

While further studies will be required to explore the molecular mechanisms, these results suggest that ATFS-1 can affect DAF-16 target genes at least partially through the nuclear localization of DAF-16.

**Fig. 8:**
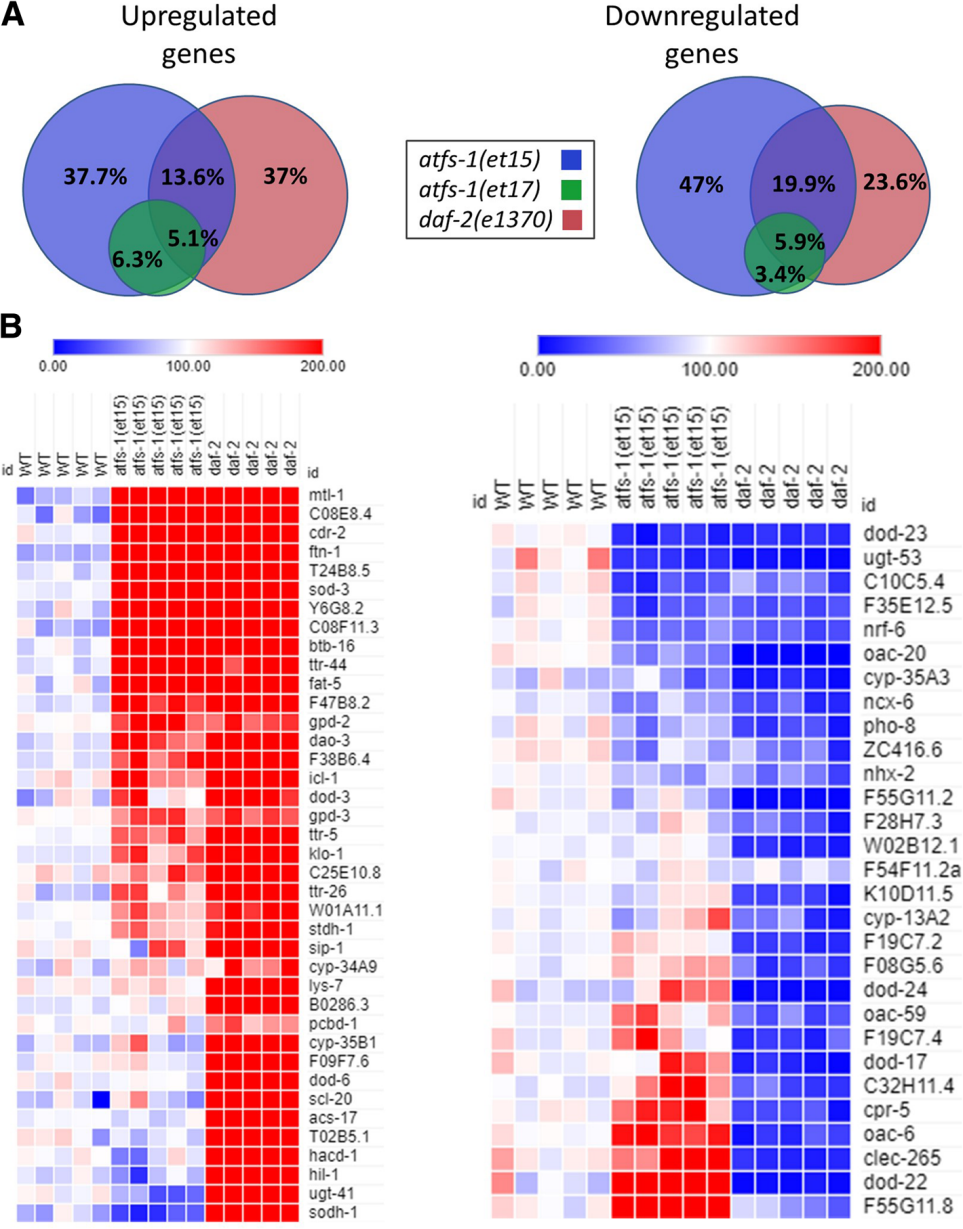
Gene expression changes in gain-of-function *atfs-1* mutants exhibit significant overlap with *daf-2* mutants and enrichment of DAF-16 target genes. **a** Venn diagrams indicate the overlap in differentially expressed genes between the two *atfs-1* gain-of-function mutants (*et15* and *et17*) and *daf-2(e1370).* The changes in gene expression in *atfs-1*(*et17)* almost completely overlap with those in *atfs-1(et-15).* Percentages indicate the percent of all of the genes that are differentially expressed in one of the three mutants. **b** Heat maps showing the expression of DAF-16 target genes in *atfs-1* gain-of-function mutants compared to *daf-2.* The genes shown are the top DAF-16 target genes determined by a meta-analysis of gene expression data performed by Tepper et al., 2013. Only genes that showed a significant change in expression in *daf-2* mutants are shown. The *atfs-1* gain-of-function mutants show upregulation of many of the top DAF-16 upregulated genes and downregulation of many of the top DAF-16 downregulated genes. However, some genes show the opposite pattern of regulation

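Of the 945 genes changed in *atfs-1(et17)*, 920 were also changed in *atfs-1(et15)*, a share of 97.4% (95% Wilson interval 96.1% to 98.2%). The interval counts genes as independent and does not measure variation between libraries. The share moved most, to 87.0%, with the index of yolk, oocyte, sperm and molting transcripts as a covariate. Both strains were compared with the same 3 wild-type libraries of their batch, which by itself makes their differences alike. To measure this, the genotype effects were removed and the libraries were shuffled within batches 100 times. As many genes were then taken in each strain as had been called, by smallest p, whether or not they passed the threshold. Past the threshold, the shuffles called at most 0 genes in *atfs-1(et15)* and 110 in *atfs-1(et17)*, so the shuffled share is one of ranked genes. The shuffled data gave a median share of 72.5% and a 95th percentile of 97.3%. Across genes, the log2 fold changes of the strains had a correlation of 0.87 (genes are not independent replicates), and the 95th percentile of the shuffled data was 0.87.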

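From the overlap with *daf-2(e1370)* and the DAF-16 target genes of Fig. 8, and after finding slowed nuclear localization of DAF-16 in *atfs-1* deletion mutants, the paper proposes that ATFS-1 can affect DAF-16 target genes at least in part through this localization. The DAF-16 target *sod-3*, on chromosome X of WBcel235 from 17092753 to 17094306, had 17.2 ± 3.10 normalized CPM (SD, n = 5) in *atfs-1(et15)*, 10.6 ± 5.58 (SD, n = 6) in *atfs-1(et17)* and 3.25 ± 0.884 (SD, n = 12) in wild-type worms. Its log2 fold change was 2.33 in *atfs-1(et15)* (standard error 0.23, adjusted p = 2.92e-10, limma) and 1.55 in *atfs-1(et17)* (standard error 0.22, adjusted p = 2.67e-06, limma).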

### ATFS-1 dependent transcriptional changes in *nuo-6* mutants

Because we identified multiple ATFS-1-dependent changes in gene expression in *nuo-6* worms that contributed to longevity, we decided to use RNAseq to gain a more comprehensive view of which transcriptional changes in *nuo-6* mutants are ATFS-1 dependent (see Additional file 2: Table S2 for differentially expressed genes). 

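The double mutant *nuo-6;atfs-1* had 3 libraries, all in batch 3 with 3 wild-type libraries and 3 *atfs-1(gk3094)* libraries, and another 3 *atfs-1(gk3094)* libraries were in batch 1. No *nuo-6* library was sequenced in batch 3, so *nuo-6;atfs-1* and *nuo-6* are compared through wild-type libraries of different batches. Those differed: 6147 genes were called between the wild-type libraries of batches 3 and 2. Between those of batches 3 and 1 it was 2877 genes, and between those of batches 2 and 1 it was 24. The reads counted on genes numbered 42502836 to 46857304 in *nuo-6;atfs-1* (median 42771965), 37799581 to 48493377 in *atfs-1(gk3094)* (median 40365866) and 21466920 to 25527946 in *nuo-6* (median 24436795). The *atfs-1* gene, on chromosome V of WBcel235 from 14193663 to 14197700, had a mean of 27.2 normalized CPM in *nuo-6;atfs-1* (range 25.6 to 29.2, n = 3) and 67.6 in the wild-type libraries of the same batch (range 55.9 to 74.1, n = 3). In *nuo-6* it had 138 (range 67.5 to 206, n = 6). On simulated libraries of this design, with genes drawn independently, 59% of genes changed 2-fold and 91% of genes changed 4-fold in *nuo-6;atfs-1* were called, and the shares in *nuo-6* were 82% and 97%. The first principal component of all libraries held 43.5% of the variance and the second held 13.3%.

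**Figure D1:**
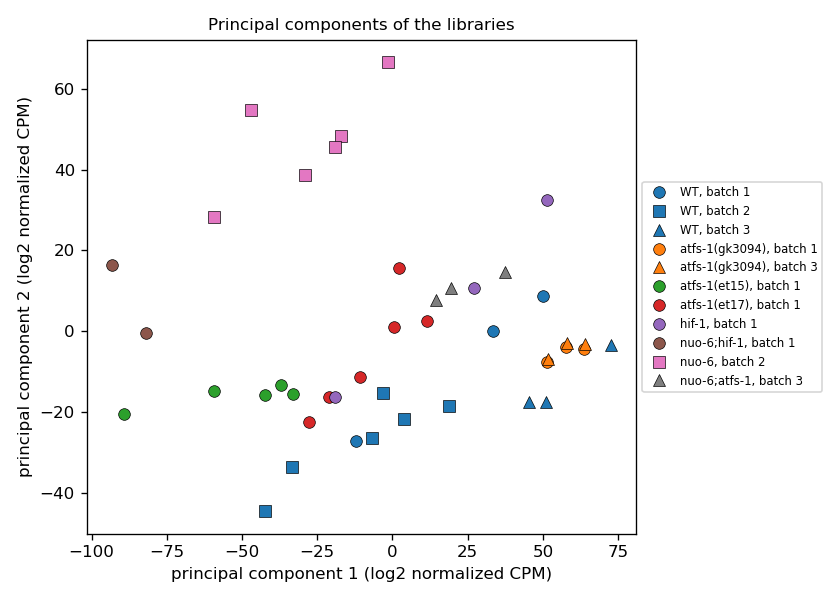
First (horizontal) and second (vertical) principal components of log2 normalized CPM in the 43 libraries, each point a library, colored by genotype and shaped by sequencing batch. The 6 *nuo-6* libraries lie above all libraries of the other genotypes except 1 *hif-1* library on the second component.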

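In *nuo-6;atfs-1* worms, 2168 genes were changed compared with wild-type worms, 1416 (65.3%) higher and 752 lower. With library size as the only scaling, 85.1% of the changed genes were higher. The count was 1263 without double mutant replicate bl and 1309 without replicate r. It was 706 with a minimum change of 2-fold and 4380 in a fit of only the groups compared. Of the 3043 genes higher in *nuo-6*, 2177 (71.5%) were not called higher in the double mutant. Of the 2416 genes lower in *nuo-6*, 2066 (85.5%) were not called lower. Fewer genes passed a direct test of the double mutant against *nuo-6*, where 669 of the genes higher in *nuo-6* were lower in the double mutant and 242 of those lower in *nuo-6* were higher. That test called 1305 genes in all, of which 38.6% were higher in the double mutant, and 70.8% with library size as the only scaling, which moved the median log2 fold change of all genes from 0.00 to 0.21. It called 783 genes without double mutant replicate bl.
By RT-PCR, the paper reports 12 genes of Fig. 6 as higher in *nuo-6*. All 12 were called higher in *nuo-6*. Of these, 7 were not called higher in the double mutant and 6 were called lower in the double mutant than in *nuo-6*. The first count depended on the fit. With only the groups compared, *mtl-1*, *ldh-1*, *aldo-1* and *gpd-2* were also called higher in the double mutant, with log2 fold changes from 0.33 to 1.91. Adjusted over the list alone, 8 of the 12 were higher in the double mutant than in wild-type worms and 8 were lower than in *nuo-6*. The level of *hsp-6* was 1316 ± 369 normalized CPM (SD, n = 6) in *nuo-6* and 484 ± 79.1 (SD, n = 3) in the double mutant. Its log2 fold change was 0.73 in *nuo-6* (standard error 0.14, adjusted p = 6.3e-05, limma) and -1.17 between the double mutant and *nuo-6* (standard error 0.23, adjusted p = 0.000653, limma). The level of *sod-3* was 38.8 ± 7.47 (SD, n = 6) in *nuo-6* and 2.76 ± 0.396 (SD, n = 3) in the double mutant, with log2 fold changes of 3.21 (adjusted p = 6.6e-16, limma) and -3.06 (adjusted p = 1.26e-08, limma) in the same comparisons. The level of *gst-4*, on chromosome IV of WBcel235 from 10142225 to 10143099, was 91.9 ± 38.1 (SD, n = 6) in *nuo-6* and 59.1 ± 11.4 (SD, n = 3) in the double mutant. It stayed called higher than in wild-type worms in the double mutant, with a log2 fold change of 1.51 (adjusted p = 0.00244, limma), and its difference from *nuo-6* was -0.69 (adjusted p = 0.353, limma). The level of *fmo-2*, on chromosome IV from 10682524 to 10684367, was 2.89 ± 2.59 (SD, n = 6) in *nuo-6* and 9.50 ± 1.17 (SD, n = 3) in the double mutant. Its difference of 1.66 between them (adjusted p = 0.0162, limma) was no longer called with edgeR on recovered reads, where it was 0.85.

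**Figure D2:**
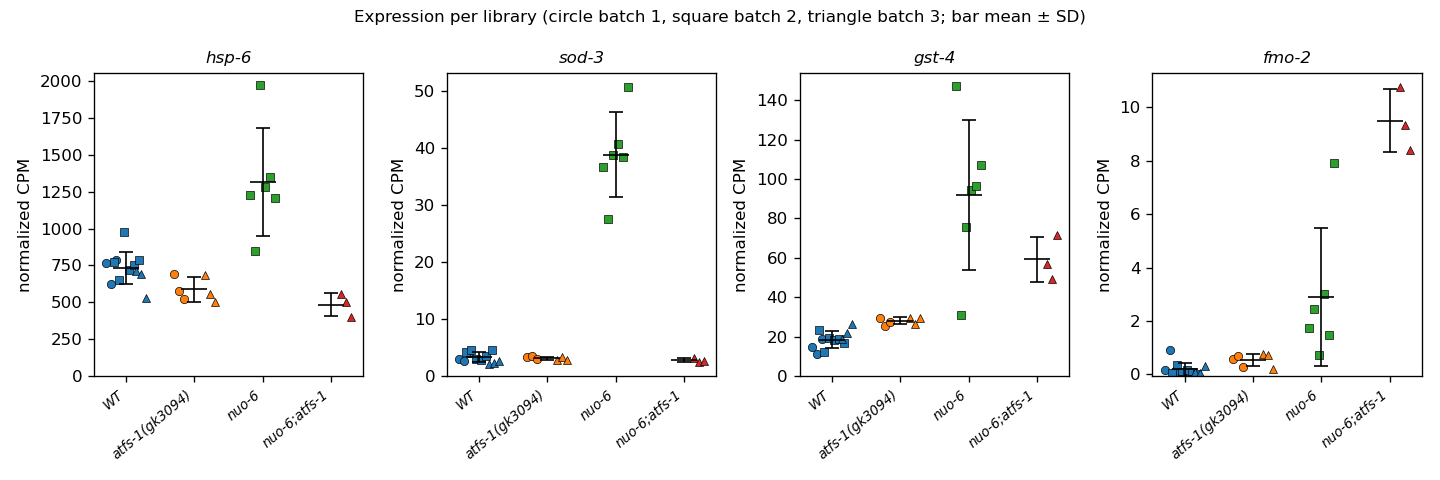
Normalized CPM (vertical axis, linear, 1 scale per gene) of *hsp-6*, *sod-3*, *gst-4* and *fmo-2* in wild-type, *atfs-1(gk3094)*, *nuo-6* and double mutant worms. Each point is a library, shaped by sequencing batch, and bars give the mean and SD. All 3 double mutant libraries lie below all 6 *nuo-6* libraries for *hsp-6* and *sod-3* and above all 6 for *fmo-2*.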

We identified many genes that were upregulated or downregulated in *nuo-6* worms and restored to wild-type by the *atfs-1* deletion (Additional file 1: Figure S19). While further studies will be required to assess the contribution of these genes to *nuo-6* longevity, our initial enrichment analysis shows that genes involved in metabolism of lipids are the most enriched upregulated gene class that is dependent on ATFS-1, while genes involved in the metabolism of RNA are the most enriched downregulated gene class that is ATFS-1 dependent (Additional file 1: Figures S20, S21). 

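Table S3 lists 24 genes for the term response to stress among genes upregulated in *nuo-6* and not in *nuo-6;atfs-1*. All 24 were called higher in *nuo-6*, with log2 fold changes from 0.74 to 3.03 and a median of 1.38. In *nuo-6;atfs-1*, none of the 24 was called changed compared with wild-type worms by limma, and their log2 fold changes ran from -0.42 to 0.60. All 24 had lower values in *nuo-6;atfs-1* than in *nuo-6*, and 12 of these differences were called. The paper chose the list from these libraries, so the counts are not independent evidence. In *atfs-1(et15)*, 16 of the 24 were called higher and 2 lower, and in *atfs-1(et17)*, 4 were called higher and none lower. The same 24 genes, of which 1 is named as a collagen, stand in Table S3 under collagen trimer and under immune system process, so whether they belong to the term response to stress is not known.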

Congruent with our results showing a role for ATFS-1 is stress resistance, resistance to stress was one of the GO terms identified for ATFS-1-dependent upregulated genes in *nuo-6* mutants (Additional file 3: Table S3).

Having shown that *nuo-6* worms exhibit activation of the mitoUPR and a large number of ATFS-1-dependent changes in gene expression, we compared the gene expression of *nuo-6* mutants to the *atfs-1* gain-of-function mutants, *atfs-1(et15)* and *atfs-1(et17)*. 

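Across all genes tested, the log2 fold changes of *nuo-6* and *atfs-1(et15)* had a correlation of 0.20, and those of *nuo-6* and *atfs-1(et17)* had a correlation of 0.30 (genes are not independent replicates). With the genotype effects removed and the libraries shuffled within batches, the 95th percentile of the correlation was 0.51 for each. The *nuo-6* libraries and the gain-of-function libraries were in different sequencing batches and were compared with wild-type libraries through the batch term.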

We found that there is a highly significant degree of overlap between *nuo-6* mutants and the *atfs-1* gain-of-function mutants (Fig. 9). 

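Of the genes called higher, 1174 were shared by *nuo-6* and *atfs-1(et15)*, where 652 would be shared by chance, a ratio of 1.80 (one-sided Fisher's exact test, p = 1.61e-136). For genes called lower, 1235 were shared and 589 expected, a ratio of 2.10 (p = 3.34e-221, the same exact test). Between *nuo-6* and *atfs-1(et17)*, 408 higher genes were shared and 117 expected, a ratio of 3.49 (p = 1.35e-166, exact test), and 293 lower genes were shared and 72.1 expected, a ratio of 4.06 (p = 1.23e-131, exact test). The exact test counts genes as independent, which they are not, so its p-values overstate the evidence. In such shuffles of the libraries, ratios for *atfs-1(et15)* were as large in 7 of 100 for higher and 4 of 100 for lower genes. For *atfs-1(et17)* it was 0 of 100 for both, but 6 of 100 for higher genes without wild-type replicate 2. With each library left out in turn, the ratio for higher genes stayed between 1.57 and 1.98 for *atfs-1(et15)* and between 2.05 and 3.82 for *atfs-1(et17)*. The value of 2.05 is that without wild-type replicate 2. For lower genes the ratio stayed between 1.80 and 2.46 for *atfs-1(et15)* and between 3.22 and 4.49 for *atfs-1(et17)*, and the number shared with *atfs-1(et17)* was 574 without wild-type replicate 2 and 149 without wild-type replicate 3. That number fell from 293 to 93 (ratio 3.38) with library size as the only scaling and to 37 (ratio 3.52) in fits of only the groups compared. With a minimum change of 2-fold, the ratios for higher genes were 3.69 for *atfs-1(et15)* and 9.83 for *atfs-1(et17)*, and those for lower genes 3.85 and 15.1, from fewer shared genes. From the overlap in *nuo-6* and in the other mitochondrial mutants, the paper proposes that a large proportion of the transcriptional changes in these mutants are caused by ATFS-1.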

We also observed a highly significant degree of overlap between both *clk-1* mutants and *isp-1* mutants and the *atfs-1* gain-of-function mutants (Additional file 1: Figures S22, S23). Combined, this suggests that a large proportion of transcriptional changes in the long-lived mitochondrial mutants are caused by activation of ATFS-1.

**Fig. 9:**
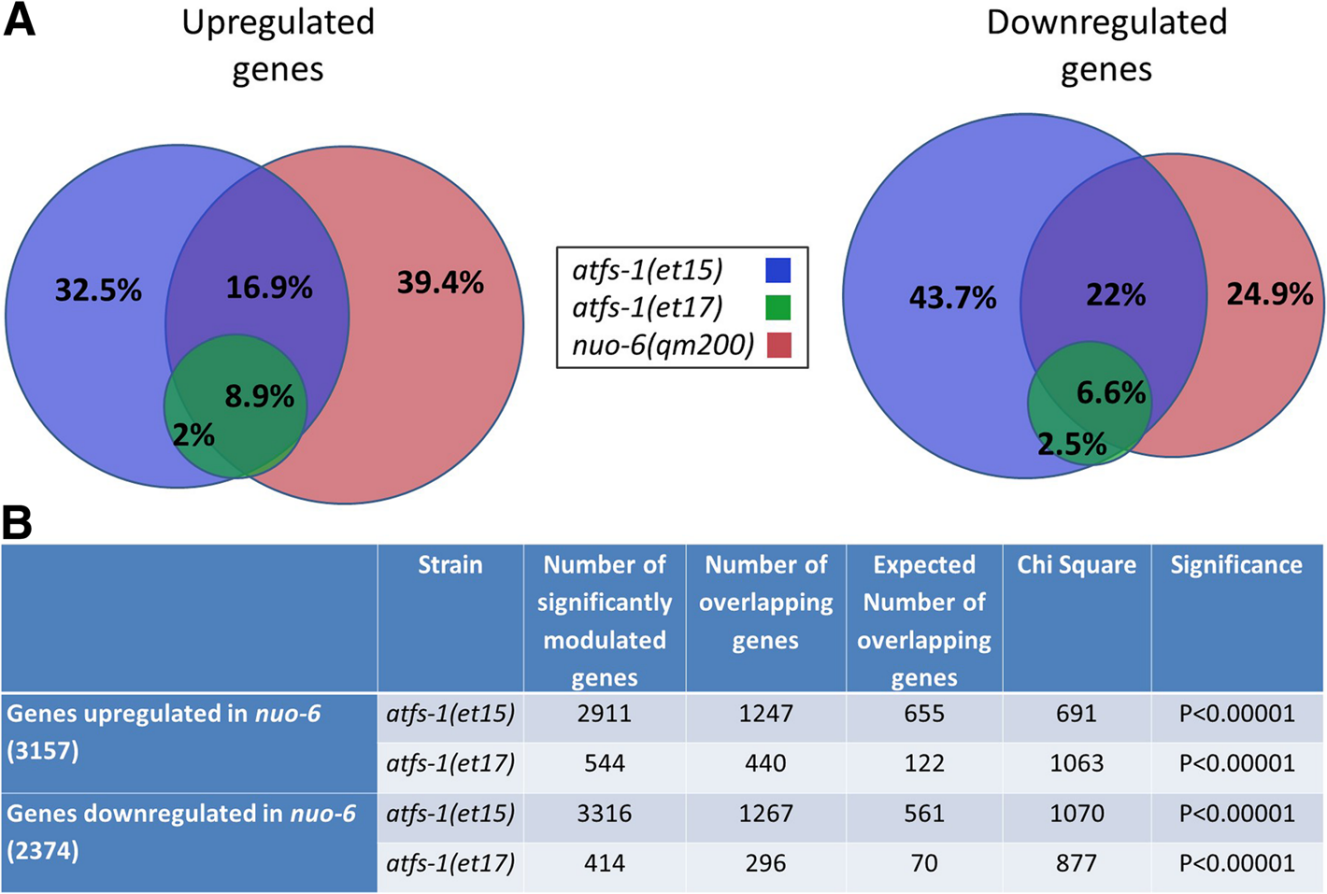
*atfs-1* gain-of-function mutants show a highly significant overlap in gene expression changes with *nuo-6* mutants. **a** Venn diagrams indicate the overlap in differentially expressed genes between the two *atfs-1* gain-of-function mutants (*et15* and *et17*) and *nuo-6(qm200)* worms*.* Percentages indicate the percent of all of the genes that are differentially expressed in one of the three mutants. **b** For both upregulated genes and downregulated genes, the degree of overlap is highly significant

## Discussion

### Role of mitochondrial unfolded protein response in development and lifespan of long-lived mitochondrial mutants

The mitochondrial gene mutations *clk-1*, *isp-1*, and *nuo-6* affect the function of the electron transport chain, leading to increased longevity [19–22]. Since the activation of the mitoUPR improves protein homeostasis in the mitochondria, it is plausible that this activation could improve longevity. While it has been clearly demonstrated that activation of the mitoUPR is not sufficient to increase lifespan [16], contribution of the mitoUPR to the longevity of specific long-lived mutants or RNAi-treated worms has been debated [12, 16]. In our current study, we provide resolution to these differing results by using multiple paradigms, exploring the role of the mitoUPR at different developmental stages, and measuring the precise levels of knockdown for each condition.

By knocking down *atfs-1* levels specifically during adulthood, we show that ATFS-1 is not required during adulthood for the longevity of *clk-1*, *isp-1*, or *nuo-6* worms. Assessing the role of ATFS-1 and the mitoUPR during development in the longevity of the long-lived mitochondrial mutants is more complicated and has likely lead to the differing views of previous publications. Our results suggest that if *atfs-1* levels are knocked down sufficiently, it is not possible to fully assess the role of ATFS-1 in the lifespan of *clk-1* and *isp-1* worms because *atfs-1* is required for these worms to develop to adulthood (*atfs-1* RNAi beginning in the parental generation or *atfs-1* deletion both resulted in developmental arrest). Thus, when testing the role of ATFS-1 in longevity, our results suggest that it is essential to quantify the extent of knockdown using RNAi or to use a null mutant.

The fact that *nuo-6;atfs-1* mutants are able to develop to adulthood provided us with the opportunity to assess the role of *atfs-1* in the longevity of a long-lived mitochondrial mutant. We found that a deletion of *atfs-1* reverts the lifespan of *nuo-6* worms back to wild-type lifespan, while *atfs-1* RNAi beginning in the parental generation markedly decreases *nuo-6* lifespan. Combined, our results demonstrate that *atfs-1* performs an essential role during development which allows *clk-1* and *isp-1* worms to reach adulthood; however, once these worms reach adulthood, *atfs-1* is expendable with respect to longevity. Unlike *clk-1* and *isp-1* mutants, *nuo-6* worms are able to tolerate the absence of *atfs-1* during development, but *atfs-1* is required for their long lifespan.

### Mitochondrial unfolded protein response is required for resistance to multiple forms of stress

The mitoUPR is activated by stresses that disrupt protein folding or stoichiometry in the mitochondria [2, 5, 6]. While a role for ATFS-1 was previously demonstrated in resistance to bacterial pathogens and anoxia [45, 46], our work demonstrates that the mitoUPR has a much broader impact on resistance to multiple forms of stress. Despite the fact that we have previously shown that the mitoUPR, as measured using the *Phsp-6::GFP* reporter strain [2], is activated by oxidative stress but not heat, cold, osmotic, anoxic, starvation, ER or bacterial pathogen stress [25], the loss of the mitoUPR results in increased sensitivity to multiple stresses. Deletion of *atfs-1* increased sensitivity to oxidative, osmotic, heat, and anoxic stress in both wild-type and *nuo-6* worms. The mechanism by which ATFS-1 modulates stress resistance is likely through the upregulation of stress response pathways, as we show that deletion of *atfs-1* prevents the upregulation of target genes of the HIF-1-mediated hypoxia response (*nhr-57*), the SKN-1-mediated oxidative stress response (*gst-4*), the DAF-16-mediated stress response (*mtl-1*, *sodh-1*, *sod-3*), and genes involved in xenobiotic detoxification (*fmo-2*, *cdr-2*) in *nuo-6* worms. Combined, our results suggest that activation of the mitoUPR causes an ATFS-1-dependent increase in the expression of stress response genes from multiple pathways leading to an increased stress resistance.

### Loss of mitochondrial unfolded protein response causes activation of cytosolic unfolded protein response

In examining the effect of *atfs-1* deletion on the expression of genes involved in known stress response pathways, we observed a dramatic upregulation of *hsp-16.11* and *hsp-16.2*, two genes involved in the cytosolic unfolded protein response (cytoUPR), but no effect on the expression of *hsp-4*, which is involved in the ER unfolded protein response (ER-UPR). We also found that knocking down other proteins involved in the mitoUPR, including *ubl-5* and *dve-1*, resulted in upregulation of the cytosolic unfolded protein response target genes. Similarly, *hsp-16.2* was also found to be upregulated when the *atfs-1* target gene *hsp-6* was knocked down through a mechanism involving lipid biosynthesis [47]. In contrast, we found that knockdown of *haf-1* did not affect *hsp-16.11* or *hsp-16.2* expression. Although heat stress has been shown to activate the unfolded protein response in multiple compartments of the cell, many stresses activate only one of the mitoUPR, cytoUPR, or ER-UPR [25]. Consistent with this observation, *nuo-6* mutants, which exhibit activation of the mitoUPR (as measured by *hsp-6* reporter and expression), show decreased expression of genes involved in the cytoUPR (*hsp-16.2*) and ER-UPR (*hsp-4*). The fact that the cytoUPR is activated when *atfs-1* is knocked down suggests that there may be communication between the mitoUPR and cytoUPR to protect the cytoplasm from potential detrimental effects of a defective mitoUPR. This conclusion is supported by our data showing that blocking the cytoUPR in mitoUPR-deficient *atfs-1* mutants leads to a general decline in worm health. It is also supported by work showing that decreasing the levels of a mitochondrial protein, cytochrome c oxidase (F29C4.2), causes both an ATFS-1-dependent activation of the mitoUPR and delays the age-associated decline of the cytoUPR in an HSF-1-dependent manner [17]. Combined, these results suggest that the mitoUPR and cytoUPR work together to maintain proteostasis in the cell.

### Longevity of *nuo-6* worms is mediated by ATFS-1-mediated changes in the expression of stress response and metabolism genes

In this work, we show that *nuo-6* worms exhibit increased resistance to multiple forms of stress, and upregulation of genes involved in multiple stress response pathways including the SKN-1-mediated oxidative stress response (*gst-4*), HIF-1-mediated hypoxia response (*nhr-57*), DAF-16-mediated stress response (*mtl-1*, *sodh-1*, *sod-3*), and xenobiotic detoxification genes (*fmo-2*, *cdr-2*). The upregulation of all of these stress response genes requires *atfs-1* suggesting that the mechanism by which *atfs-1* promotes longevity in *nuo-6* worms may be at least partially mediated by increasing resistance to stress. Accordingly, we assessed the contribution of individual ATFS-1-modulated genes or pathways to *nuo-6* lifespan. The loss of the hypoxia inducible factor *hif-1* had the greatest impact on *nuo-6* lifespan as *nuo-6;hif-1* double mutants live shorter than wild-type worms. As it has previously been reported that *hif-1* is required for the longevity of *clk-1* and *isp-1* mutants [33], and multiple genes involved in the HIF-1-mediated hypoxia response have been shown to be upregulated in *isp-1* worms [27], this suggests that the hypoxia response pathway may be a common mediator of longevity among multiple mitochondrial mutants.

The second largest impact on *nuo-6* lifespan that we observed resulted from the knockdown of the Flavin-containing monooxygenase *fmo-2.* This gene has also been shown to be required for the increased lifespan of *vhl-1* mutants, which have constitutive activation of the hypoxia response, and the long lifespan resulting from dietary restriction on solid plates [34]. Combined, this suggests that *fmo-2* may be a common downstream effector of multiple pathways of lifespan extension.

The loss of *sod-3*, the inducible mitochondrial *sod* gene, also markedly decreased *nuo-6* lifespan, despite the fact that *sod-3* expression normally accounts for less than 1% of total *sod* mRNA, and accounts for less than 8% of *sod* mRNA in *nuo-6* worms. We have previously shown that *sod-3* is also required for the long lifespan of *isp-1* mutants [27], but is expendable for *clk-1* and wild-type lifespan [28, 29, 32]. The increased dependence of *nuo-6* and *isp-1* worms on *sod-3* expression may stem from the fact that *clk-1* worms show a more widespread upregulation of antioxidant defense genes [32], than *isp-1* [27] or *nuo-6* mutants.

## Conclusions

The ATFS-1 transcription factor, which mediates the mitoUPR, is required for the development and lifespan of the long-lived mitochondrial mutants, but is dispensable during adulthood. Our results demonstrate a novel role for ATFS-1 in resistance to stress and suggest that the mechanism by which ATFS-1 modulates longevity in *nuo-6* worms is through the activation stress response pathways.

## Methods

### Strains

Strains were maintained on nematode growth medium (NGM) plates at 20 °C with OP50 *E. coli* bacteria as the food source. All experiments were performed using live bacteria. The following strains were utilized in this study: wild-type (N2 Bristol), *clk-1(qm30)*, *isp-1(qm150)*, *nuo-6(qm200)*, *sod-2(ok1030)*, *sod-3(tm760)*, *fmo-2(ok2147)*, *atfs-1(gk3094)*, *atfs-1(et15)*, *atfs-1(et17)*, *hsf-1(sy441)*, *daf-16(mu86)*, *hif-1(ia4)*, *zcIs13[Phsp-6::GFP]*, *dvIs19[Pgst-4::GFP]*, *iaIs7[Pnhr-57::GFP]*, *muIs84[Psod-3::GFP]*, *zIs356[Pdaf-16::daf-16:GFP]*, *nuo-6(qm200);atfs-1(gk3094)*, *clk-1(qm30);zcIs13[Phsp-6::GFP]*, *isp-1(qm150);zcIs13[Phsp-6::GFP]*, *nuo-6(qm200);zcIs13[Phsp-6::GFP]*, *nuo-6(qm200);dvIs19[Pgst-4::GFP]*, *nuo-6(qm200);muIs84[Psod-3::GFP]*, *nuo-6(qm200);sod-3(tm760)*, *nuo-6(qm200);fmo-2(ok2147)*, *nuo-6(qm200);hif-1(ia4)*, *atfs-1(gk3094);hsf-1(sy441)*, *atfs-1(gk3094);daf-16(mu86)*, *atfs-1(gk3094); zIs356[Pdaf-16::daf-16:GFP].* Double mutants were generated as described [48] and confirmed in two consecutive generations. *atfs-1(gk3094)* is an 881 base pair deletion beginning in exon 3 that is predicted to result in a frameshift that would affect the leucine zipper domain and nuclear localization signal at the C-terminus of the protein. Thus, it is likely that *gk3094* is a null allele.

### Quantification of fluorescence in reporter strains

Adult worms were immobilized using 20 mM sodium azide, arranged into a group of 8 worms and imaged using VimbaViewer 1.1.2 software and an AVT Stingray F145B camera connected to a Nikon SMZ1500 microscope. Quantification of fluorescence was performed using ImageJ software to measure integrated density in whole individual worms. Three replicates of 8 worms each were examined. Quantification of fluorescent reporter strains during larval development was performed in liquid in a 96-well dish using a Cellomics Arrayscan high content imager [32]. Biological replicates were performed on different days from distinct populations of worms.

### Nuclear localization of DAF-16

Nuclear localization of DAF-16 was visualized using a reporter strain in which *daf-16* is fused to GFP: TJ356 *zIs356 [Pdaf-16::daf-16a/b:GFP+rol-6(su1006)]* [42]. Worms were exposed to a mild heat stress at 35 °C for 30 min on 60 mm NGM plates and then immobilized using levamisole on an unseeded NGM plate prior to visualization using a Nikon SMZ1500 fluorescence dissecting microscope.

### RNAi

RNAi clones picked from the Ahringer RNAi library were sequenced to confirm that they target the correct gene. RNAi plates containing 50 μM carbenicillin and 3 mM IPTG were seeded with 150 μL of 5× concentrated RNAi bacteria that were grown for less than 12 h in LB media containing 50 μM carbenicillin. Plates were allowed to sit for 2 days to allow for bacterial growth and induction of RNAi construct before transferring worms onto the plates. Plates were made fresh weekly and plates that were not used immediately were stored in a 4 °C cold room. Two different RNAi paradigms were utilized to avoid detrimental effects of gene knockdown during development. In the L4 parental paradigm, worms are transferred to RNAi plates at the L4 stage of development. When the worms become gravid adults, they are transferred to a second RNAi plate and allowed to lay eggs for 1 day. Experiments are then performed on the F1 progeny. In the L4 direct paradigm, the experimental animals are transferred to RNAi plates at the L4 stage of development and experiments are performed directly on these animals.

### Lifespan assays

Lifespan assays were performed at 20 °C on plates containing FUdR. In most cases, we used 25 μM FUdR as this concentration was shown to have minimal effects on longevity while effectively preventing the development of progeny on the second lifespan plate [49]. For experiments involving *clk-1*, we used 100 μM FUdR as these worms tend to have a high rate of non-aging related pathologies at lower concentrations of FUdR. Lifespan was performed in a blinded manner by three independent researchers. Worms were transferred to fresh plates weekly. Worms were removed from the experiment if they died of unnatural causes including desiccation on the side of the dish, internal hatching of progeny (bagging) or expulsion of internal organs. Lifespan data is provided in Additional file 4: Table S4.

### Measurement of mRNA levels

RNA was isolated from synchronized populations on pre-fertile young adult worms using TRIZOL as previously described [50]. RNA was isolated from a plate of synchronized worms containing approximately 1000 worms. For quantitative real-time RT-PCR, mRNA was converted to cDNA using a High Capacity cDNA Reverse Transcription Kit (Life Technologies) according to the manufacturer’s protocol. qPCR was performed in an AP Biosystems RT-PCR machine using a FastStart Universal SYBR Green kit (Roche). mRNA levels from at least three biological replicates collected on different days were normalized to the levels of *act-3* and then expressed as a percentage of wild-type*.*

### RNA sequencing and analysis

RNA sequencing (RNAseq) data will be publicly available at GEO: GSE110984. 

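The deposited values were checked before use. The unnormalized table lists CPM for 46739 genes, and all 843049 values above 0 were whole numbers of reads, within 0.01 reads, once multiplied by the library's total. Each library of the normalized table equalled the unnormalized CPM times a constant between 0.841 and 1.18. The 13837 genes of the normalized table held at least 99.7% of the reads of every library.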

RNA sequencing and analysis was performed as described previously [27]. For RNAseq experiments, we collected at least three independent samples for all genotypes. 

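The libraries mapped to genotypes and batches numbered 12 for wild-type worms, 6 each for *nuo-6*, *atfs-1(gk3094)* and *atfs-1(et17)*, 5 for *atfs-1(et15)*, 3 each for *nuo-6;atfs-1* and *hif-1*, and 2 for *nuo-6;hif-1*. Batch 1 held 22 libraries, batch 2 held 12 and batch 3 held 9. The reads counted on genes had a median of 35488313 in batch 1, 24601378 in batch 2 and 42771965 in batch 3.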

RNA was isolated independently for all samples. Sequencing libraries were prepared from 500 ng of total RNA using the Kapa Biosystems stranded mRNA-seq kit for the Illumina platform. Libraries were pooled equimolarly and sequenced to a minimum depth of 30 M reads using 1 × 75 bp sequencing on the Illumina NextSeq 500 platform at the Van Andel Research Institute. Read quality was assessed using FastQC v. 0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and one-pass aligned to WBcel235 *C. elegans* genome using STAR v. 2.5.2b [51] with default parameters and “--outReadsUnmapped None”. The STAR genome index was generated with the corresponding Ensembl WBcel235 build 89 GTF annotations integrated. Transcript abundances were quantified using the --quantMode GeneCounts option enabled during alignment. Differential gene expression analysis was performed using the quasi-likelihood framework in edgeR v. 3.20.2 [52] in R v. 3.4.1, adjusting for sequencing batch in the model. Gene names, gene IDs, and predicted function annotations were downloaded using the biomaRt package v. 2.34.2. Gene ontology enrichment was performed with the GOseq package v. 1.30.0 [53]. Reactome enrichment was performed using the ReactomePA package v. 1.22.0 reactome [54]. Venn diagrams of overlapping genes were generated using the free online tool BioVenn: http://www.biovenn.nl/. Heat maps were generated using the free online tool from the Broad Institute Morpheus: (https://software.broadinstitute.org/morpheus/).

### Quantification of physiologic rates

Embryonic lethality was measured by allowing worms to lay eggs for a period of 2–4 h. After 2 days, the number of unhatched eggs and live worms were counted to determine embryonic lethality. Post-embryonic development time was measured by picking 100–300 eggs to a new plate. After 3 h, 25 newly hatched L1 worms were transferred to a new plate. Development to adulthood was checked every 4 h beginning at 36 h. Worms that failed to develop to adulthood during the post-embryonic development time assay were recorded to quantify developmental arrest. Brood size was determined by transferring L4 worms to individual plates. Worms were then transferred daily when progeny production began. When progeny grew to adulthood, plates were stored at 4 °C to immobilize worms prior to counting offspring. Thrashing rate was manually counted by transferring 20 pre-fertile young adult worms to an NGM plate without bacteria. One milliliter of M9 buffer was then added to the plate and the number of body bends per 30 s was counted. Defecation cycle length was counted as the time between two consecutive pBoc contractions. Worms were plated on NGM plates completely covered in bacteria at the L4 stage of development and defecation was measured the following day. Body length was determined by anesthetized worms with 10 mM sodium azide, imaging worms and using ImageJ to determine length compared to a calibration ruler.

### Mitochondrial function

Oxygen consumption rate was measured using a Seahorse XFe96 analyzer (Seahorse bioscience Inc., North Billerica, MA, USA) [55]. Day 1 adult worms were washed in M9 buffer and transferred into a Seahorse 96-well plate containing 175 μL Seahorse calibrant. Oxygen consumption was measured in five biological replicates, each of which included 5 technical replicates, all at room temperature. Each replicate included approximately 20 worms. Oxygen consumption was normalized per worm rather than per milligram protein. By using the extracellular flux analyzer, we were able to quantify the exact numbers of worms present and to perform more replicates than would be possible by traditional Clarke electrode approaches. However, in order to prevent overcrowding, the number of worms utilized per well in the extracellular flux analyzer is too low to get an accurate measurement of protein.

To measure ATP levels, approximately 200 worms were age-synchronized by transferring daily. Worms were collected in de-ionized water, washed, and freeze-thawed three times. The resulting pellet was sonicated in a Bioruptor (Diagenode) with 30 cycles of 30 s on and 30 s off. The pellet was boiled for 15 min to release ATP, then spun at 4° at 11,000*g* for 10 min. The supernatant was collected and measured using a Molecular Probes ATP determination Kit (Life Technologies). Luminescence was normalized to protein content, which was measured with a Pierce BCA protein determination kit (Thermo Scientific). Statistical analysis was performed using GraphPad software.

To assess mitochondrial morphology, worms were crossed to *Pmyo-2::mito-GFP* worms and age-synchronized by transferring daily. For imaging, worms were transferred to an agar pad mounted on a slide. Worms were subsequently paralyzed with 10 μM levamisole and cover-slipped. Images were captured by confocal microscopy (Nikon A1R Ti) at 60×. Images were processed and analyzed using Nikon Elements Basic Research software. Background was subtracted and GFP was thresholded at a constant for all images. We found that the *atfs-1* mutation inhibited the correct localization of GFP to the mitochondria [55], and thus we were unable to examine mitochondrial morphology using this approach.

To measure the levels of ROS, we used the ROS-sensitive dye dichlorofluorescein (DCF) based on a published protocol [56]. Fifty L1 worms per well were incubated in 25 μM DCF for 2 h. Each strain was measured six times. As a positive control, worms were treated with 5 mM of the ROS-generating compound paraquat. Fluorescence was measured every 10 min for an hour using a plate reader.

### Sensitivity to stress

Sensitivity to heat stress was assessed by transferring worms to 37 °C and monitoring survival hourly. Sensitivity to oxidative stress was measured by transferring worms to plates containing 2 mM paraquat. These plates also contained 100 μM FUdR to prevent internal hatching of progeny, which can be caused by treatment with paraquat. Sensitivity to osmotic stress was assessed by transferring worms to NGM plates containing 550 mM NaCl and testing survival after 2 days. Sensitivity to anoxia was assessed using a BD Bio-Bag Type A environmental chamber (Becton, Dikinson and Company, NJ) according the manufacturer’s directions. Worms were placed under anoxic conditions for 54 h and allowed 24 h under normoxia to recover before scoring survival. Three replicates of at least 20 worms per replicate were performed.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism version 5.01. Statistical significance of survival data was determined using the log-rank test. Experiments involving a time course were analyzed using a repeated measures ANOVA. The remaining experiments were analyzed using one-way or two-way ANOVA depending on the number of groups and outcomes. 

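The same comparisons were also made with edgeR's quasi-likelihood test on whole reads recovered from the deposited CPM. It called 5571 genes in *nuo-6*, of which 5279 were also called in the same direction by limma. In *nuo-6;atfs-1* it called 2189 genes, 2100 of them shared, in *atfs-1(et15)* 6277 genes, 6084 of them shared, and in *atfs-1(et17)* 964 genes, 903 of them shared. No gene was called in opposite directions by the 2 tests in these comparisons.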

To determine which genes from the RNAseq data are significantly modulated, we used the quasi-likelihood framework in edgeR package v. 3.20.1 [52] in R v. 3.4.1. To assess the significance of overlapping genes between two strains, we used Chi square tests to determine if the number of overlapping upregulated or downregulated genes between the two strains was significantly greater than what would be expected by chance. 

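Tests of overlap that count genes as independent do not include variation between libraries that many genes share. The overlaps of *nuo-6* with the gain-of-function strains were therefore set beside 100 shuffles of the libraries within batches with the genotype effects removed. In each shuffle as many top-ranked genes were taken as had been called, whether or not they passed the threshold. For genes called higher in *nuo-6* and *atfs-1(et15)*, the observed ratio of shared to expected genes was below the 95th percentile of the shuffles, which was 1.89. For genes called lower the 95th percentile was 2.05. For *atfs-1(et17)*, the highest ratio in any shuffle was 3.27 for higher genes and 3.54 for lower genes, and both observed ratios were above it. Without wild-type replicate 2 the ratio for higher genes was 2.05, and 6 of 100 shuffles of that fit were as large (95th percentile 2.15). For lower genes it was 3.22 without that library, and 0 of 100 shuffles were as large. For genes called lower in *nuo-6* and *atfs-1(et15)*, 9 of 100 were as large as the ratio of 1.80 without *nuo-6* replicate 2.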

Error bars indicate standard error of the mean. *p < 0.05, **p < 0.01, ***p < 0.001. For additional details on N for each experiment, please see Additional file 5: Table S5.

## Additional files

Additional file 1: **Figure S1.** *hsp-6* mRNA levels are increased in young adult *clk-1*, *isp-1* and *nuo-6* worms and correlated with *atfs-1* mRNA levels. **Figure S2.** Activation of the mitochondrial unfolded protein response in long-lived mitochondrial mutants is dependent on *atfs-1.* **Figure S3.** Treatment with antioxidants does not prevent activation of the mitochondrial unfolded protein response in *nuo-6* mutants. **Figure S5.** ATFS-1 is required for development to adulthood in *clk-1* and *isp-1* worms. **Figure S6.** *nuo-6* worms requires UBL-5 and DVE-1 to develop to adulthood*.* **Figure S7.** *haf-1* is not required for the longevity of the long-lived mitochondrial mutant *nuo-6*. **Figure S8.** Effect of knocking down components of the mitochondrial unfolded protein response on activation of the cytoplasmic unfolded protein response. **Figure S9.** Mitochondrial unfolded protein response is activated in *sod-2* mutants but not required for their longevity. **Figure S10.** Restoring *atfs-1* expression during adulthood reverts lifespan to *nuo-6.* **Figure S11.** Disruption of *atfs-1* decreases levels of reactive oxygen species (ROS). **Figure S12.** Activation of cytosolic unfolded protein response in *atfs-1* mutants is HSF-1-dependent and DAF-16-independent. **Figure S13.** ATFS-1 is required for the activation of stress response pathways in *nuo-6* worms. **Figure S14.** The expression of antioxidant defense genes is not significantly modulated by *atfs-1* deletion. **Figure S15.** HIF-1-regulated gene expression changes in *nuo-6* mitochondrial mutant. **Figure S16.** Reactome enrichment for genes upregulated in *nuo-6* mutants and reverted to wild-type in *nuo-6;hif-1* double mutants. **Figure S17.** Reactome enrichment for genes downregulated altered in *nuo-6* mutants and reverted to wild-type in *nuo-6;hif-1* double mutants. **Figure S18.** Loss of *atfs-1* decreases nuclear localization of DAF-16. **Figure S19.** ATFS-1-regulated gene expression changes in *nuo-6* mitochondrial mutant. **Figure S20.** Reactome enrichment for genes upregulated in *nuo-6* mutants and reverted to wild-type in *nuo-6;atfs-1* double mutants. **Figure S21.** Reactome enrichment for genes downregulated in *nuo-6* mutants and reverted to wild-type in *nuo-6;atfs-1* double mutants. **Figure S22**. *atfs-1* gain-of-function mutants show a highly significant overlap in gene expression changes with *clk-1* mutants. **Figure 23**. *atfs‐1* gain‐of‐function mutants show a highly significant overlap in gene expression changes with *isp‐1* mutants. **Table S1**. *atfs‐1* gain‐of‐function mutants exhibit statistically significant overlap in gene expression  changes with* daf‐2* mutants.

Additional file 2: **Table S2.** Lists of significantly modulated genes in RNAseq studies.

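The copy of Table S2 used here holds the first 1998 of the 5542 genes listed for *nuo-6* and the first 1513 of the 5693 listed for *nuo-6;atfs-1*, sorted from the largest rise, and no test was made on them. For all 1998 genes in *nuo-6*, the log2 fold change from edgeR on recovered reads lay within 0.01 of the paper's value, and limma called 1923 of them in the same direction. Of the 1513 genes for *nuo-6;atfs-1*, 1269 were among the genes of the normalized table, and limma called 943 of them in the same direction. The median absolute difference from the paper's log2 fold change in *nuo-6;atfs-1* was 0.28 with limma, 0.14 with edgeR on all libraries and 0.0143 with edgeR on batch 3 alone, which was chosen after the values were seen and called 1259 of the 1269 genes in the same direction.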

Additional file 3: **Table S3.** GO term enrichment for genes upregulated and downregulated in *nuo-6* mutants and restored to wild-type in *nuo-6;atfs-1* mutants.

Additional file 4: **Table S4.** Raw data from lifespan studies.

Additional file 5: **Table S5.** Information on minimum reporting standards.

## Abbreviations

ANOVA: Analysis of variance
ATP: Adenosine triphosphate
cDNA: Complementary deoxyribose nucleic acid
cytoUPR: Cytoplasmic unfolded protein response
DCF: Dichlorofluorescein
ER-UPR: Endoplasmic reticulum unfolded protein response
EV: Empty vector
FUdR: 5-Fluoro-2′-deoxyuridine
IPTG: Isopropyl β-D-1-thiogalactopyranoside
mitoUPR: Mitochondrial unfolded protein response
mRNA: Messenger RNA
NGM: Nematode growth media
PCR: Polymerase chain reaction
RNA: Ribonucleic acid
RNAi: RNA interference
RNAseq: RNA sequencing
ROS: Reactive oxygen species
RT-PCR: Reverse transcriptase PCR

How the deposited data were processed for this re-analysis (not part of the article)

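RNA-seq libraries of whole *C. elegans* worms were analysed for 8 genotypes: wild-type, *nuo-6*, *nuo-6;atfs-1*, *atfs-1(gk3094)*, *atfs-1(et15)*, *atfs-1(et17)*, *hif-1* and *nuo-6;hif-1*. Each of the 43 libraries was mapped to its genotype, replicate and sequencing batch from the labels and the paper's description. For 9 libraries this rests on a reading of the label that is not certain. The batch 1 labels of the *atfs-1* deletion name a deletion but no allele, and the 3 batch 3 labels name *atfs-1* alone. All 6 were taken as *atfs-1(gk3094)*, the only *atfs-1* deletion among the strains the paper used. The 3 *nuo-6;atfs-1* libraries carry a short code in place of a genotype, read from its letters and the isolates of the double mutant in the paper's tables, and all values of dependence on ATFS-1 rest on that reading.

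The authors aligned the reads to WBcel235 with STAR and the Ensembl gene annotation and counted reads per gene. The authors deposited library-scaled counts (CPM) with no other scaling for 46739 genes. The authors also deposited a filtered table of normalized values for 13837 genes, whose unit here is a signal, since each library's values are its CPM times a constant and no longer share a sum. The rule of the authors' filter is not named in the paper's text. Whole reads were recovered from the CPM and used for alternatives only. Gene positions come from a later Ensembl annotation of the same genome build.

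Differences were tested on log2 of the normalized CPM plus 0.5 with limma 3.58.1 (trend and empirical Bayes) in R 4.3.3, in 1 fit of all 43 libraries with genotype and additive sequencing batch, and a Benjamini-Hochberg adjusted p under 0.05 was called. The design and the contrasts were fixed before the data were examined. Contrasts compared each mutant with wild-type worms, each double mutant with *nuo-6*, the effect of the *atfs-1* deletion in the *nuo-6* background with its effect in the wild-type background, and the effect of *atfs-1(gk3094)* in batch 3 with that in batch 1. A gene was counted as dependent on ATFS-1 or HIF-1 when it was called in *nuo-6* and not called in the same direction in the double mutant. Overlaps used Fisher's exact test over the genes tested. Other tools were edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

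Between 21466920 and 48493377 reads were counted per library (median 35067190). The paper states a minimum sequencing depth of 30 M reads, which is another quantity, since not every sequenced read is counted on a gene. A gene's counting error at this depth is small beside the spread between libraries except for genes with few reads. The tests were tested on simulated data of the same design, in which limma called 0 genes in 4 mutant groups with no change added, 17 unchanged genes in *nuo-6* and 8 in *nuo-6;atfs-1*. Each gene was simulated independently, so these counts leave out variation between libraries that genes share. With such variation kept and genotype effects removed, shuffles of the real libraries called up to 2419 genes in *hif-1*.

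The genes named are those whose mRNA the paper's text says it measured (18, and 10 of its Figure S14), those labelled in Fig. 8b (as counts), those of the response to stress term of Table S3 (as counts), and for each comparison with wild-type worms the 3 largest rises and 3 largest falls among called genes with a mean of at least 1 CPM in either group and every mutant library beyond every wild-type library of its batch. The paper's values in Table S2 and Figs. 6, 8 and 9 had been seen when this rule was written. Genes named outside it are said to be so.

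Alternatives set before the data were examined numbered 17, besides leaving out each library in turn. They were pseudocounts of 0.1 and 2 CPM, library size as the only scaling, no filter, a mean of at least 5 CPM, no batch term, replicate labels as blocks, edgeR, DESeq2, an adjusted p under 0.01, a change of at least 2-fold, a direct test for dependent genes alone and with the absence of a call, a background of genes with a mean of at least 5 CPM, fits of only the groups compared, and each batch of the deletion strain alone. Others were added later: an index of stage markers as a covariate, leaving out the batch 1 deletion libraries, libraries thinned to one depth, and batch 3 alone by limma with blocks and by edgeR with and without blocks. The index is the first component, within wild-type libraries, of 64 genes of 4 marker lists (yolk, oocyte, sperm and molting), and holds 84.5% of their variance there.

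Replicate labels are shared across genotypes, so pairing was checked by correlating the deviations of libraries with the same label from their group means. Of the pairs of groups with at least 3 labels in common, only wild-type and *atfs-1(gk3094)* of batch 3 had every such correlation above 0.1 (0.45 to 0.69). Groups with 2 labels in common give too few libraries to tell (correlations from -0.30 to 0.46), and elsewhere a pairing of all libraries by label was not shown. In batch 3, the correlations of *nuo-6;atfs-1* ran from -0.42 to 0.75 with wild-type worms and from -0.34 to 0.74 with *atfs-1(gk3094)*. A pairing of some libraries there stays open. Gene set enrichment, the *daf-2*, *clk-1* and *isp-1* comparisons and the quantitative RT-PCR were not analysed here.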

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

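The tests of explanations for a single library, the *atfs-1* by *nuo-6* interaction or the difference between batches, those of other splits of the libraries for these contrasts included, were chosen after the results were seen, and the contrasts themselves were set earlier.

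In groups of 5 or 6 libraries, 27 named genes and 4 library measures were checked for 1 library far from the others, by the ratio of its gap to the nearest library to the range of the group. Of 124 such checks, 10 passed the 95% limit, where chance passes about 6.2. In *nuo-6*, replicate 2 was low for *aldo-1* (ratio 0.626, 603 normalized CPM against 834 to 1012) and *gpd-2* (ratio 0.928, 648 against 1004 to 1038) and high for *ctl-1* (ratio 0.660, 8.91 against 1.74 to 3.15). Replicate 3 was low for *prdx-6* (ratio 0.749, 15.9 against 22.7 to 25.6). In *atfs-1(et15)*, replicate 5 was high for *ctl-2* (ratio 0.794, 137 against 100 to 107). In *atfs-1(et17)*, replicate 5 was high for *hsp-4* (ratio 0.736, 1702 against 383 to 568), *sod-4* (ratio 0.688, 26.3 against 9.36 to 13.0) and *sod-5* (ratio 0.731, 1.87 against 0.170 to 0.441). In *atfs-1(gk3094)*, replicate b was high for *atfs-1* (ratio 0.632, 30.3 against 24.5 to 26.5). The replicates of a group carry no further condition, so no biological explanation was tested for any of them.

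Depth was tested by thinning all libraries to the same number of reads. The ratios became 0.930 for *gpd-2*, 0.706 for *prdx-6*, 0.806 for *ctl-2*, 0.735 for *hsp-4*, 0.652 for *sod-4*, 0.685 for *sod-5* and 0.643 for *atfs-1*, all still past the limit, which argues against depth as their whole cause. For *aldo-1* (0.623) and *ctl-1* (0.623) the ratio fell just under the limit, so depth stays open there.

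The authors' scaling was tested with library size as the only scaling. The ratios were 0.673 for *ctl-1*, 0.839 for *prdx-6*, 0.765 for *hsp-4*, 0.766 for *sod-4*, 0.714 for *sod-5* and 0.703 for *atfs-1*, all past the limit. For *aldo-1* (0.205), *gpd-2* (0.579) and *ctl-2* (0.405) the library no longer stood apart, so the scaling may account for these.

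Stage at collection was tested by removing, from each gene, its trend with the index of stage markers within wild-type libraries. The ratios were 0.921 for *gpd-2*, 0.627 for *ctl-1*, 0.754 for *prdx-6*, 0.770 for *ctl-2*, 0.767 for *hsp-4*, 0.768 for *sod-4*, 0.746 for *sod-5* and 0.633 for *atfs-1*, past the limit. For *aldo-1* it was 0.610, just under it. Stage is thus not the whole cause for the genes past the limit, as far as the index measures it.

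In *nuo-6* replicate 2, the 10 most abundant genes took 5.88% of the reads, against 10.4% to 12.6% in the other 5 libraries (ratio 0.674). Yolk genes took 0.966% of its reads and 5.16% to 7.79% in the others. With the yolk genes left out the ratio was 0.420, under the limit. An earlier stage at collection of this library is a candidate explanation, and its index of stage markers was the lowest of the group.

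The effect of the *atfs-1* deletion differed between the *nuo-6* and the wild-type background for 1915 genes, 848 higher and 1067 lower in the interaction (limma with Benjamini-Hochberg adjustment). With library size as the only scaling, 75.1% of the genes called were higher in place of 44.3%, and the median over all genes moved from -0.07 to 0.17. The count was 1143 without replicate bl of the *atfs-1* double mutant (*nuo-6;atfs-1*). Among the named genes, the interaction on the log2 scale was -0.95 for *hsp-6*, -1.31 for *gst-4*, -3.22 for *sod-3*, -2.88 for *cdr-2*, -0.98 for *ldh-1*, -0.92 for *aldo-1*, -0.80 for *gpd-2*, -0.60 for *sod-2* and -0.66 for *prdx-3*. Of these 9, 6 were called in the same direction with the index of stage markers as a covariate. Other splits of the same libraries gave as many genes in 2 of 84 cases, the real one included, and the highest of the others gave 2253. Those splits mix libraries of batches 2 and 3. The contrast also takes as independent the *atfs-1(gk3094)* libraries that matched in pairs between the batches. The splits thus argue against chance as the source of the count but do not exclude it. The count was 1855 with the stage index as a covariate, 1747 with libraries thinned to the same depth and 2027 with library size as the only scaling, which argue against stage, depth and scaling as its whole cause. Batch stays open, because *nuo-6* and the *atfs-1* double mutant were never sequenced together. A dependence of *nuo-6* expression changes on ATFS-1, as the design provides, may account for part of the count, but it was not separated from batch.

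The effect of *atfs-1(gk3094)* differed between batches 3 and 1 for 164 genes, 92.1% of them with a higher effect in batch 3. Without 1 library the count ran from 30 to 698. It was 46 without wild-type replicate 1, 41 without wild-type 2, 698 without wild-type 3, 61 without wild-type bl, 38 without wild-type r, 249 without *atfs-1(gk3094)* replicate 1, 36 without 2, 34 without 3, 30 without b and 100 without bl. All 164 genes differed between the wild-type libraries of batches 3 and 1, in the opposite direction, but the contrast that selected them contains that difference and so largely fixes this outcome. By limma, 0 genes differed between the *atfs-1(gk3094)* libraries of those batches, where 227 of 13837 had an unadjusted p under 0.05. No other tool was run on that comparison. Between the wild-type libraries of those batches, also 3 against 3, limma called 2877 genes among all genes tested. The values thus argue against a change of the deletion libraries as the source of the 164 genes. With 3 libraries against 3, chance cannot be excluded: 1 of 10 splits gave as many genes, the real one, and the highest of the others gave 0. In shuffles of the libraries within batches, 1 of 100 gave as many (highest 229), but the shuffles take as independent the *atfs-1(gk3094)* libraries that matched in pairs between the batches, so variation between libraries stays open too. The batches carry no named condition, so no biological explanation was tested.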

How the results depend on the processing

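Alternatives that use the index of stage markers, leave out the batch 1 deletion libraries, thin the libraries or test batch 3 with edgeR or blocks were chosen after the data were seen. For no result below was the cause tested beyond what an alternative's construction shows.

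All 4 overlaps of *nuo-6* with the gain-of-function strains kept a ratio above 1 and stayed past the threshold of Fisher's exact test under every alternative run. No called gene among those named changed direction under any alternative. A stricter adjusted p under 0.01, by construction, left 1114 genes in the *atfs-1* double mutant (*nuo-6;atfs-1*) vs WT, 311 in *atfs-1(gk3094)*, 560 in the *atfs-1* double mutant vs *nuo-6*, 55 in *hif-1*, 2938 in the *hif-1* double mutant (*nuo-6;hif-1*) vs *nuo-6*, 4174 in *atfs-1(et15)*, 519 in *atfs-1(et17)*, 822 for the interaction, 1285 ATFS-1-dependent and 691 HIF-1-dependent genes lower in *nuo-6*, 32 for the difference between batches, and a share of *atfs-1(et17)* genes in *atfs-1(et15)* of 95.8%. A change of at least 2-fold left 1434 in *nuo-6*, 706 in the *atfs-1* double mutant, 187 in *atfs-1(gk3094)*, 759 in the *atfs-1* double mutant vs *nuo-6*, 4236 in the *hif-1* double mutant, 3047 in the *hif-1* double mutant vs *nuo-6*, 1952 in *atfs-1(et15)*, 306 in *atfs-1(et17)*, 1071 for the interaction, 716 and 473 ATFS-1-dependent genes higher and lower in *nuo-6*, 378 and 405 HIF-1-dependent genes, and a share of 94.1%.

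Requiring a direct difference from *nuo-6* gave 669 and 242 ATFS-1-dependent genes higher and lower in *nuo-6*, and 531 and 673 HIF-1-dependent genes. Requiring also no call in the double mutant gave 619, 232, 492 and 667.

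Fits of only the groups compared, which have fewer libraries to estimate the spread, gave 4380 genes in the *atfs-1* double mutant, 16 in *hif-1*, 4338 in the *hif-1* double mutant, 2569 in the *hif-1* double mutant vs *nuo-6*, 2927 in *atfs-1(et15)*, 407 in *atfs-1(et17)*, 1348 and 1315 ATFS-1-dependent genes higher and lower in *nuo-6*, 467 for the difference between batches and a share of 95.6%. The cause of the larger count in the *atfs-1* double mutant was not tested.

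Without a batch term there were 3308 genes in the *atfs-1* double mutant, 6903 in *atfs-1(gk3094)*, 5718 in the *atfs-1* double mutant vs *nuo-6*, 154 in *hif-1*, 2983 in the *hif-1* double mutant vs *nuo-6*, 1152 for the interaction and a share of 90.7%. The difference between batches, for which limma without a batch term gave 0 genes, had 2751 genes at an unadjusted p under 0.05 with the batch term, 206 adjusted calls by edgeR and 510 by DESeq2. The cause was not tested.

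A mean of at least 5 CPM left 1325 genes in the *atfs-1* double mutant, 788 in *atfs-1(gk3094)*, 808 in the *atfs-1* double mutant vs *nuo-6*, 59 in *hif-1* and 1187 for the interaction, since fewer genes are tested. With no filter the share was 94.99% and the difference between batches 105. With library size as the only scaling that difference was 91. DESeq2 gave 173 genes in *hif-1*. The cause was not tested.

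With a replicate block the counts were 3611 in *nuo-6*, 957 ATFS-1-dependent and 417 HIF-1-dependent genes lower in *nuo-6*, and 467 for the difference between batches. Batch 3 alone with a replicate block gave 5614 genes in the *atfs-1* double mutant and 663 in *atfs-1(gk3094)*. With edgeR, batch 3 alone gave 4354 and 145, and with a replicate block 5698 and 699. Batch 1 alone gave 4882 in *atfs-1(gk3094)* and batch 3 alone 170. The cause was not tested.

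With the stage index as a covariate there were 6083 genes in *atfs-1(gk3094)*, 1994 in the *hif-1* double mutant, 62 in the *hif-1* double mutant vs *nuo-6*, 1483 in *atfs-1(et15)*, 2338 and 2890 HIF-1-dependent genes higher and lower in *nuo-6*, 3615 for the difference between batches and a share of 87.0%. Without the batch 1 deletion libraries there were 22 in *atfs-1(gk3094)*, 62 in *hif-1*, 506 in *atfs-1(et17)* and 1151 for the interaction. The cause was not tested.

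With each library left out in turn, the counts ran from 4977 to 5545 in *nuo-6*, 1263 to 1951 in the *atfs-1* double mutant, 330 to 2460 in *atfs-1(gk3094)*, 783 to 1953 in the *atfs-1* double mutant vs *nuo-6*, 45 to 110 in *hif-1*, 6518 to 8758 in the *hif-1* double mutant, 3087 to 5831 in the *hif-1* double mutant vs *nuo-6*, 4859 to 7277 in *atfs-1(et15)*, 572 to 2011 in *atfs-1(et17)*, 1143 to 2566 for the interaction and 30 to 698 for the difference between batches. The *atfs-1(gk3094)* count was 401 without wild-type replicate 1, 330 without wild-type 2, 2460 without wild-type bl, 550 without *atfs-1(gk3094)* replicate 1, 395 without 2, 421 without 3 and 2026 without b. It was 45 in *hif-1* without *hif-1* replicate 1 and 58 without replicate 2. The counts outside 1.5 times in the other comparisons were those without replicates of the *atfs-1* double mutant, bl (1263 against wild-type worms, 783 against *nuo-6* and 1143 for the interaction) and r (1309), without replicate 2 of the *hif-1* double mutant (3087), and without wild-type replicates 2 (2011 in *atfs-1(et17)*) and 3 (572). The libraries behind the difference between batches were wild-type 1 (46), 2 (41), 3 (698), bl (61) and r (38), and *atfs-1(gk3094)* 1 (249), 2 (36), 3 (34), b (30) and bl (100).

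For the 116 results on named genes, alternatives other than leaving out a library kept the direction and the call in 1499 cases, lost the call in 53, gained it in 37 and changed the sign in 6, and leaving out a library kept them in 1110, lost the call in 32, gained it in 1 and changed the sign in 8. The signs that changed belong to genes not called. The difference of *sodh-1* between the *atfs-1* double mutant and *nuo-6*, 0.02, was -0.0669 with a pseudocount of 2 CPM, -1.39 without a batch term, -0.21 with a replicate block and -0.0197 with libraries thinned to the same depth, and ran from -0.37 to 0.29 with a library left out. In the *atfs-1* double mutant without a batch term, *sod-3* was -0.17 in place of 0.15 and *aldo-1* -0.20 in place of 0.51. In the *atfs-1* double mutant, *mtl-1* (1.84 and not called) was called at 2.71 with a pseudocount of 0.1 CPM, 3.05 with edgeR, 3.04 with DESeq2, 1.84 with a replicate block and 1.91 with only the groups compared. The cause was not tested.

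Depth limits genes with few reads most. Thinning all libraries to the same depth left the count in *nuo-6* within 1.5 times, and every other count too.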

Differences from the paper's values

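The alternatives named as set after the values were seen are those that test batch 3 alone by edgeR or with blocks. The others below were set before the data were examined.

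The paper's Table S2 lists 5693 genes for the *atfs-1* double mutant (*nuo-6;atfs-1*) vs WT, and 2168 were called here. Of the alternatives set before the data were examined, the fit of only the groups compared (4380) fell within 1.5 times of the paper's count, and pseudocounts of 0.1 and 2 CPM, library size only, no filter, a mean of at least 5 CPM, no batch term, a replicate block, edgeR, DESeq2, an adjusted p under 0.01 and at least 2-fold did not. Chosen after seeing the values, batch 3 alone with a replicate block gave 5614, edgeR on batch 3 alone 4354 and edgeR on batch 3 with a replicate block 5698. Of the first 1513 genes of the paper's list, 1269 were among the genes tested here. EdgeR on batch 3 with a replicate block did not call 253 of the 1513, the 244 not tested and 9 of the others, and edgeR on batch 3 alone did not call 254, the 244 and 10 of the others.

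The paper's Table S2 lists 190 genes for *atfs-1(gk3094)* vs WT, and 1184 were called here. Of the alternatives set before the data were examined, at least 2-fold (187) and batch 3 alone (170) fell within 1.5 times of the paper's count. Pseudocounts of 0.1 and 2 CPM, library size only, no filter, a mean of at least 5 CPM, no batch term, a replicate block, edgeR, DESeq2, an adjusted p under 0.01, only the groups compared and batch 1 alone did not. EdgeR on batch 3 alone, chosen after seeing the values, gave 145. The list itself was not in the copy used here, so how many of its genes that setting drops is not known.

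In *nuo-6* vs WT, the paper's log2 fold change is 4.56 for *fmo-2*, 1.78 for *nhr-57* and 2.23 for *sod-5*, and the values here were 2.19, 1.55 and 1.10, on the same log2 scale but with 0.5 CPM added. Of the alternatives set before the data were examined, edgeR (4.56, 1.78 and 2.23) and DESeq2 (4.60, 1.77 and 2.24) fell within 1 standard error of the paper's values for all 3 genes, and for *nhr-57* so did a pseudocount of 0.1 CPM (1.70) and a replicate block (1.65). The other alternatives with a value did not.

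In the *atfs-1* double mutant vs WT, the paper's log2 fold change is 5.94 for *fmo-2* and 3.28 for *mtl-1*, and the values here were 3.85 and 1.84. For *mtl-1*, a pseudocount of 0.1 CPM (2.71), edgeR (3.05) and DESeq2 (3.04) fell within 1 standard error and the others set before the data were examined did not. For *fmo-2* none of them did. EdgeR on batch 3 alone, chosen after the values were seen, gave 5.95 for *fmo-2* and 3.29 for *mtl-1*, and did not call 254 of the paper's first 1513 genes, of which 244 were not among the genes tested and 10 were. *mtl-1* is in the paper's list and was not called here in the double mutant (adjusted p = 0.097, limma), but was with a pseudocount of 0.1 CPM, a replicate block, edgeR, DESeq2 and only the groups compared.

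The paper states from RT-PCR that *mtl-1*, *sodh-1*, *sod-3*, *fmo-2*, *cdr-2*, *ldh-1*, *aldo-1*, *gpd-2* and *acs-2* need ATFS-1 for their rise in *nuo-6* and that loss of *atfs-1* lowers *gst-4* and *nhr-57*. Of the 12 genes that Fig. 6 reports as higher in *nuo-6*, 10 had a lower value in the *atfs-1* double mutant than in *nuo-6* and 6 of these differences were called by limma, those of *hsp-6*, *sod-3*, *cdr-2*, *ldh-1*, *aldo-1* and *gpd-2*. The exceptions were *sodh-1*, whose log2 fold change from wild-type worms was 3.88 in *nuo-6* and 3.91 in the *atfs-1* double mutant (mean normalized CPM 578 and 203, with wild-type means of 48.0 and 9.57 in their batches), and *fmo-2*, which was 2.19 and 3.85. The paper reports lower *hsp-4* in *nuo-6* by RT-PCR, and here its log2 fold change was 0.31 and not called (adjusted p = 0.589, limma). It reports higher *hsp-16.2* after deletion of *atfs-1*, and here it was 2.85 in *atfs-1(gk3094)* and not called (adjusted p = 0.149, limma). The direction was the paper's: the 6 deletion libraries had 26.7 to 40.1 normalized CPM of *hsp-16.2*. The highest wild-type library had 20.1 in batch 1 and 3.69 in batch 3, the batches of the deletion strain, but 364 in batch 2. The paper's own Table S2 also lists *sodh-1* and *fmo-2* as higher in both strains. For *fmo-2* the difference between the strains was not called with a pseudocount of 0.1 CPM, edgeR, DESeq2, a replicate block, only the groups compared, or with replicate b of the *atfs-1* double mutant left out. The paper states that many downregulated DAF-16 targets are lower in the gain-of-function strains. Of the 29 genes so labelled in Fig. 8, 15 had a lower value in *atfs-1(et15)* and 18 in *atfs-1(et17)*, 5 and 2 were called lower, and 5 and 2 were called higher.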

Other observations

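The tests of matched libraries, of shared variation in overlaps and counts, of stage in the double mutants and in *atfs-1(gk3094)*, of the marker lists in other splits of the libraries, of every count with the stage index as a covariate, and the gene lists of Table S3, were chosen after the results were seen. The tests of other splits of the libraries for the comparisons between strains, of the 4 marker lists in *nuo-6* and *atfs-1(et15)*, and of ATFS-1-dependent genes in the gain-of-function strains were set before.

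Other splits of the libraries into groups of the same size were fitted in the same way. They argue against chance for *nuo-6* (5459 genes, the highest of the other splits 2723, 1 of 100 as large with the real one). The same holds for *atfs-1(et15)* (6341 and 5786, 1 of 56). For *atfs-1(et17)* (945 and 1580, 3 of 84) they argue against chance but do not exclude it. For the *atfs-1* double mutant (*nuo-6;atfs-1*) vs *nuo-6* it was 1 of 84 (1305 and 633). The real split there is also that between batches 2 and 3, so the splits do not tell genotype from batch. For *atfs-1(gk3094)* (1184 and 2471, 2 of 100) chance cannot be excluded, because the splits take as independent 6 libraries that matched in pairs, and 3 samples against 3 are too few. With 3 libraries against 3, the splits alone cannot exclude it for the *atfs-1* double mutant (2168 and 0, 1 of 10) and *hif-1* (97 and 1536, 3 of 10). These counts were also set against 100 shuffles of the libraries within batches with the genotype effects removed. For the *atfs-1* double mutant 0 of 100 shuffles gave as many genes, the highest giving 102, and the count was 1263 without its replicate bl and 1309 without its replicate r. This argues against variation between libraries as the source of that count. For *hif-1*, 1 of 100 gave as many (highest 2419), and since 3 of 10 splits did so too, it stays open. For *atfs-1(gk3094)* it was 0 of 100 (highest 537), with the matched libraries again taken as independent.

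Transcripts of molting rose and those of yolk, oocytes and sperm fell in *atfs-1(et15)*, with median log2 fold changes of 2.91, -3.70, -1.38 and -0.82, and 4 of 4 lists lay outside the range of random lists of like expression. Random lists do not include variation that libraries share, so the lists were also set against other splits of the libraries, in which the median was as far from 0 in 1 of 56 splits for molting and for yolk and in 3 of 56 for oocyte and for sperm transcripts, the real split counted. In the *hif-1* double mutant (*nuo-6;hif-1*) vs *nuo-6* the medians were 4.46, -4.57, -2.65 and -2.33, again 4 of 4, and with 2 libraries in the double mutant no splits were fitted. A younger stage at collection may account for much of the change in these strains, and a change in development by the genotype itself cannot be told apart from it here. In *atfs-1(et15)*, 1224 of 6341 genes were called in the same direction with and without the stage index as a covariate, and 27 in opposite directions. For the 1224 genes this argues against stage as the whole cause, and for the others stage stays open. In *nuo-6* the medians were -1.0 for molting, 0.23 for yolk, -0.49 for oocyte and 0.02 for sperm transcripts, with 2 of 4 lists outside the random range. In other splits the medians were as far from 0 in 14 of 100 for molting, 84 for yolk, 17 for oocyte and 94 for sperm transcripts, so a move of these lists beyond chance was not shown. With the index as a covariate 6794 genes were called, so stage is unlikely as the whole cause there. The lists hold 22 molting, 6 yolk, 8 oocyte and 28 sperm genes among those tested.

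The same lists were examined in the comparisons that measure dependence on ATFS-1. In the *atfs-1* double mutant vs *nuo-6*, the medians were 2.64 for molting (22 of 22 genes higher), -1.28 for yolk, -0.51 for sperm and 0.28 for oocyte transcripts, with 3 of 4 lists outside the random range, and other splits gave medians as far from 0 in 1, 20, 6 and 36 of 84. In the *atfs-1* double mutant vs WT they were 1.47, -1.24, -0.51 and -0.23, also 3 of 4, and 3 libraries against 3 are too few for splits to decide. In *atfs-1(gk3094)* they were 1.30, -0.23, -0.40 and 0.37, and 4 of 4 lay outside, with the oocyte list higher. Other splits there gave medians as far in 6, 55, 1 and 13 of 100, with the matched libraries taken as independent. Beyond other splits were thus only the molting list for the *atfs-1* double mutant vs *nuo-6* and the sperm list in *atfs-1(gk3094)*. A younger stage at collection may account for part of these changes, and it cannot be told apart from the genotypes or, against *nuo-6*, from the batches. Called in the same direction with and without the stage index as a covariate were 863 of 1305 genes for the *atfs-1* double mutant vs *nuo-6*, 1572 of 2168 vs WT and 1174 of 1184 for *atfs-1(gk3094)*, which argues against stage as the whole cause for those genes, as far as the index measures it. Outside the random range were 4 of 4 lists in the *hif-1* double mutant vs WT, and 2 of 4 in *hif-1*, *atfs-1(et17)* and the interaction. Other splits gave medians as far for molting and yolk transcripts in 10 and 9 of 84 for *atfs-1(et17)* and in 28 and 31 of 84 for the interaction, so these lists were not beyond chance there.

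The *atfs-1(gk3094)* libraries of batches 1 and 3 matched one to one. The deviations from the group mean correlated by 0.80 between replicates 1 and b, 0.58 between 2 and bl and 0.75 between 3 and r over all genes tested (genes are not independent replicates), with a mean of 0.71 against 0.27 for the next best of the 6 pairings. For each batch 1 library, its partner was the nearest of all libraries by the spread of reads beyond sampling over 6585 genes. That spread was 8.15 times sampling for 1 and b, 4.03 for 2 and bl and 4.00 for 3 and r, and the lowest for any pair of libraries of the same genotype and batch was 7.68, so replicates 1 and b were no nearer than separate samples can be. A candidate explanation is that the same worms or RNA were sequenced in both batches, and then the 6 libraries would be 3 independent samples. The tests leave this open, most of all for 1 and b. A shared growth of each pair of cultures was not tested. Without the batch 1 deletion libraries, the *atfs-1(gk3094)* count was 22 and that of the interaction 1151.

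Variation between libraries shared by genes makes top-ranked genes overlap on its own. With genotype effects removed, 7 of 100 shuffles gave an overlap of *nuo-6* and *atfs-1(et15)* as large for genes called higher and 4 for genes called lower, and 0 and 0 gave one as large for *atfs-1(et17)*. For the share of *atfs-1(et17)* genes in *atfs-1(et15)* it was 5 of 100. The shuffles took as many top-ranked genes as had been called, whether or not these passed the threshold. Such variation may therefore account for the ratio of higher genes with *atfs-1(et15)* and for that share, given as many genes. Past the threshold, the shuffles called at most 771 genes in *nuo-6*, 0 in *atfs-1(et15)* and 110 in *atfs-1(et17)*. This argues against such variation as the source of the number of genes called. For lower genes with *atfs-1(et15)* and higher genes with *atfs-1(et17)* the answer hung on single libraries. Without the library whose absence gave the lowest ratio, and with shuffles of the same libraries and as many genes as called there, 9 of 100 shuffles were as large for the former (ratio 1.80, without *nuo-6* replicate 2) and 6 for the latter (2.05, without wild-type replicate 2), so it stays open. For lower genes with *atfs-1(et17)* the lowest ratio was 3.22, also without wild-type replicate 2, and 0 of 100 shuffles were as large, which argues against it as the whole cause. A shared response to ATFS-1 stays open for all of these overlaps.

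If the genes that depend on ATFS-1 in *nuo-6* were those that activated ATFS-1 raises, a larger share of them than of other genes higher in *nuo-6* would be higher in *atfs-1(et15)*. For genes not called in the double mutant, 36.5% of 2177 were higher against 43.9% of the other 866, a difference of -7.41 percentage points. For genes lower in the double mutant than in *nuo-6*, 55.3% of 669 were higher against 33.9% of the other 2374. In *atfs-1(et17)* the shares were 12.9% against 14.7% by the first reading and 32.3% against 8.09% by the second. In each strain the readings of dependence give opposite answers, so the test leaves this open.

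The gene *tbb-6* was called higher in *atfs-1(gk3094)* (log2 fold change 4.18, adjusted p = 8.36e-06, limma), in the *atfs-1* double mutant (5.31) and in *nuo-6* (3.46). The level of *hsp-6* was higher in *hif-1* than in wild-type worms (0.76, adjusted p = 0.029, limma). The log2 fold change of *atfs-1* mRNA was 0.94 in *nuo-6* (adjusted p = 0.00014, limma).

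Whether the lists of Table S3 belong to the terms they stand under is not known. The list under defense response holds 24 genes, all 24 named as collagens, and the list under collagen trimer holds 24 genes, of which 1 is named as a collagen. The list under innate immune response holds 41 genes, of which 39 were called higher in *nuo-6* and none in the *atfs-1* double mutant, where all 41 had lower values than in *nuo-6*.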
